# High-throughput sensitive screening of small molecule modulators of microexon alternative splicing using dual Nano and Firefly luciferase reporters

**DOI:** 10.1038/s41467-024-50399-6

**Published:** 2024-07-27

**Authors:** Andrew J. Best, Ulrich Braunschweig, Mingkun Wu, Shaghayegh Farhangmehr, Adrian Pasculescu, Justin J. Lim, Lim Caden Comsa, Mark Jen, Jenny Wang, Alessandro Datti, Jeffrey L. Wrana, Sabine P. Cordes, Rima Al-awar, Hong Han, Benjamin J. Blencowe

**Keywords:** RNA splicing, Small molecules, High-throughput screening, Autism spectrum disorders, Neuroendocrine cancer

## Abstract

Disruption of alternative splicing frequently causes or contributes to human diseases and disorders. Consequently, there is a need for efficient and sensitive reporter assays capable of screening chemical libraries for compounds with efficacy in modulating important splicing events. Here, we describe a screening workflow employing dual Nano and Firefly luciferase alternative splicing reporters that affords efficient, sensitive, and linear detection of small molecule responses. Applying this system to a screen of ~95,000 small molecules identified compounds that stimulate or repress the splicing of neuronal microexons, a class of alternative exons often disrupted in autism and activated in neuroendocrine cancers. One of these compounds rescues the splicing of several analyzed microexons in the cerebral cortex of an autism mouse model haploinsufficient for Srrm4, a major activator of brain microexons. We thus describe a broadly applicable high-throughput screening system for identifying candidate splicing therapeutics, and a resource of small molecule modulators of microexons with potential for further development in correcting aberrant splicing patterns linked to human disorders and disease.

## Abstract (web summary)

Here the authors perform a high-throughput screen to identify compounds that stimulate or repress the splicing of neuronal microexons. One of these compounds rescues the splicing of several microexons in the brains of mice haploinsufficient for Srrm4.

## Introduction

Alternative splicing, the process by which exon and intron sequences are differentially included in transcripts, affects more than 90% of human genes and is frequently disrupted in diseases and disorders^1–4^. Approximately 50% of human genetic diseases are caused by mutations that affect cis-acting RNA sequences comprising a splicing code that governs the recognition and regulation of splice sites^5,6^. Additional diseases arise through mutations in—or altered regulation of—trans-acting factors that control the splicing process. The enormous burden of splicing deficiencies on human health has stimulated intense efforts to develop therapeutics designed to specifically reverse deleterious splicing patterns, as well as to modulate splicing events that can correct disease-altered gene expression levels. Initial success has come from the development of antisense oligonucleotide (ASO) and small molecule-based therapeutics for the treatment of spinal muscular atrophy (SMA)^7–9^. These therapeutics promote splicing of exon 7 in Survival of Motor Neuron 2 (SMN2) transcripts, thereby increasing the production of functional SMN2 protein, which compensates for the loss of SMN1 as a consequence of mutations in SMA patients. While these efforts demonstrate the major potential of splicing-directed therapeutics, modalities for selectively modulating the majority of important disease and disorder-relevant alternative splicing targets are currently lacking. Surmounting this obstacle will require new strategies for the efficient and sensitive screening of small molecules to identify leads for further drug development.

Previously described methods for the high-throughput detection of alternative splicing events that are suited to screening small molecule modulators include multiplexed RT-PCR-based assays coupled to detection using electrophoresis or sequencing-based readouts^10–13^. However, these methods are challenging to scale up when requiring the screening of chemical libraries of more than a few thousand compounds. In contrast, single target splicing event reporter assays that couple fluorescence or luminescence-based detection can readily be performed on larger compound libraries, as they are more amenable to robotic handling and plate-based detection and less expensive to scale. Splicing reporters designed for the detection of alternative splicing modulators often employ dual luminescence or fluorescence expression cassettes. In a typical format, a target alternative exon is engineered with a frameshift mutation such that its splicing results in expression of one downstream luminescent or fluorescent protein, whereas its skipping shifts the reading frame to express another luminescent or fluorescent protein with a distinct emission wavelength^14^. Dual fluorescence or luminescence reporter assays have been applied in screens designed to detect new trans-acting splicing regulators in cell lines and during animal development, as well as in small molecule screens^15–21^ (reviewed in ref. ^22^).

In this study, we describe a dual luciferase splicing reporter system coupled to a high-throughput screening pipeline designed for the sensitive and specific detection of modulators of alternative splicing. We demonstrate the utility of this platform in a screen of ~95,000 small molecules—comprising ~90,000 drug-like compounds and ~5000 bioactive drugs—for modulating the splicing levels of a neuronal microexon (21 nt) in the myocyte-specific enhancer factor 2d (Mef2d) gene, a transcription factor with critical functions in nervous system development. The Mef2d microexon is representative of a broader programme of ~300 human neuronal microexons with multiple functional and genetic links to nervous system development and disorders^23,24^. In particular, this microexon, which functions in transcriptional activation, is highly conserved in vertebrates, regulated by changes in neuronal activity, frequently partially skipped in individuals with autism spectrum disorder (ASD), and controlled by trans-acting regulators that have genetic and functional links to ASD, including the ‘master activator’ of microexons, the Ser/Arg-repeat matrix protein 4 (SRRM4; also known as nSR100), and the neural enriched splicing regulator RBFOX1^23,25–27^. SRRM4 and its target microexon programme are additionally over-expressed and proposed to act as drivers in a subset of aggressive neuroendocrine cancers^28,29^. Our screen results, together with secondary screens and follow-up mechanistic investigation, identify both small molecule activators and repressors of neuronal microexon splicing. We additionally demonstrate rescue of splicing of microexons within the cerebral cortex of an Srrm4-haploinsufficient mouse model^27^ that has multiple ASD-like features. Collectively, the results provide a sensitive and efficient pipeline for conducting small molecule screens for disease and disorder-relevant alternative splicing events, and further establish a resource of compounds that may serve as a basis for the future development of candidate small molecule therapeutics requiring modulation of microexon splicing.

## Results

### Dual Nano and Firefly luciferase reporters for the highly sensitive detection of alternative splicing modulators

To generate reporters with enhanced detection sensitivity and specificity for splicing modulators, we employed a dual detector cassette comprising open reading frames for Nano and Firefly luciferases (abbreviated below as NLuc and FLuc, respectively), cloned downstream of target microexons of interest. Nano luciferase was chosen for its smaller size, reduced stability and approximate 150-fold increase in luminescence signal compared to other fluorescence proteins, whereas Firefly luciferase was chosen for its relatively large degree of emission wavelength separation from NLuc as compared to other widely used luciferases, such as Renilla^30^. An additional advantage of employing NLuc is that its substrate displays relatively enhanced stability and lower background activity. A single nucleotide was inserted within the 21 nt Mef2d microexon (Fig. S1A), such that inclusion or skipping results in a frameshift and expression of FLuc and NLuc, respectively (V1 reporter, Fig. 1A, left-hand panel).

**Fig. 1:**
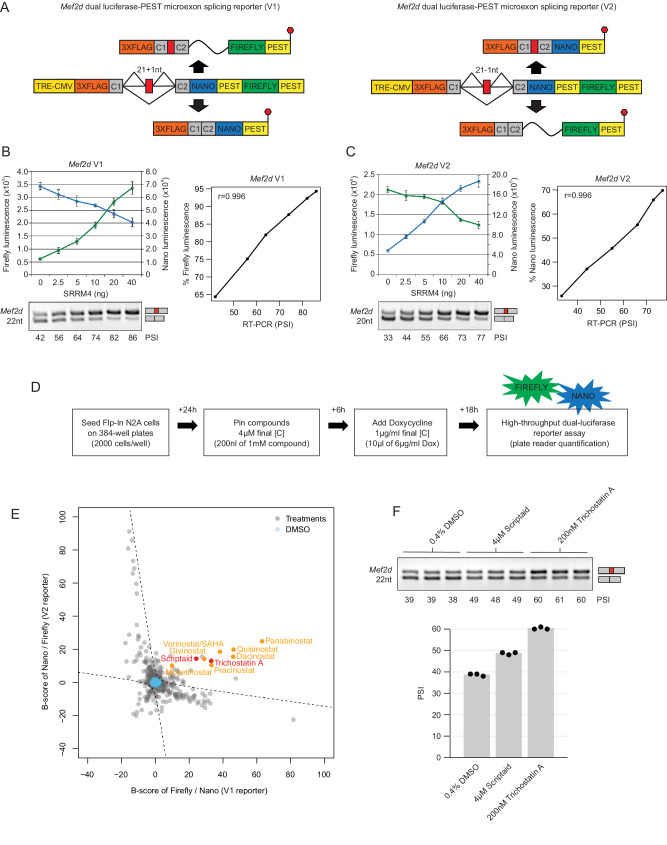
Generation of Neuro-2A cell lines expressing doxycycline-inducible, dual-luciferase microexon splicing reporters. **A** Schematic diagram of reciprocal, dual luciferase microexon splicing reporters expressed in Neuro-2A (N2A) cells under doxycycline-inducible control. The reporters contain a microexon from the Mef2d gene, engineered to introduce a +1nt (V1) or −1nt (V2) shift in the downstream reading frame (see Fig. S1 for details), such that microexon inclusion or skipping results in expression of Nano or Firefly luciferases tagged with PEST protein degradation sequences. The reporters additionally contain 5′ and 3′ flanking native intron and constitutive exon sequences (C1 and C2) from the Mef2d gene, and coding sequence for three tandem Flag epitopes (3 X FLAG) to facilitate detection of expressed luciferases at the protein level (Fig. S1). **B** Top: Quantification of Nano and Firefly luminescence from dual luciferase microexon splicing reporter V1 in response to transfection with increasing amounts of an SRRM4 expression vector (*n* = 4, data are represented as mean values +/− SD). Bottom: RT-PCR assays of reporter Mef2d microexon percent spliced-in (i.e. the percentage of transcripts with the exon spliced in, PSI) in response to transfection with increasing amounts of SRRM4 expression vector. Right: Correlation between percent Firefly luminescence and ∆PSI from RT-PCR assays (*r* = 0.996). **C** Quantification of Nano and Firefly luminescence from dual-luciferase microexon splicing reporter V2 (*n* = 4, data are represented as mean values +/− SD) as in (**B**) but with the correlation analysis comparing percent Nano luminescence and ∆PSI from RT-PCR assays (*r* = 0.996). **D** Schematic diagram of high-throughput screening protocol using the V1 and V2 Mef2d microexon dual-luciferase splicing reporter cell lines in 384-well format. **E** B-scores of ratios of Firefly and Nano luminescence for the reciprocal Mef2d reporters (V1 and V2) in a pilot screen testing manually curated ‘toolkit’ and Tocris libraries. HDAC inhibitors are highlighted in orange and red. The B-scores are plotted using the following formulae: Mef2d V1 reporter: (B-score of Firefly V1/ Nano V1); Mef2d V2 reporter: (B-score of Nano V2/ B-score of Firefly V2). Hyperbolae were fit to establish hit selection thresholds (see 'Methods' for details). **F** RT-PCR analysis of reporter Mef2d microexon ∆PSI in response to 24 h treatments with 200 nM Trichostatin A (TSA), 4 μM Scriptaid, or DMSO control. Three replicates are shown for each treatment condition.

False positives can arise in screens employing dual fluorescence or luciferase reporters when a modulator impacts the expression of a fluorescent or luciferase reporter protein independently of splicing changes^16,31^. Accordingly, a second, reciprocal version of the dual-Luc splicing reporter was generated by deleting a single nucleotide from the Mef2d microexon (Fig. S1A), such that its inclusion and skipping results in expression of NLuc and FLuc, respectively (V2 reporter, Fig. 1A, right-hand panel). True-positive splicing modulators are thus expected to produce comparable, reciprocal changes in the ratios of expression of NLuc and FLuc from both V1 and V2 reporters.

In general, the sensitivity of luciferase-based assays requires modulator-dependent changes in luminescence ratios that are independent of any pre-existing, residual levels of luciferase protein, to ensure that the ratio of luciferase proteins accurately reflects changes to the ratio of alternatively spliced mRNAs. One approach to improve reporter sensitivity is to render luciferase proteins unstable by fusion with a peptide sequence that induces proteolytic degradation^32^. Accordingly, to further enhance the sensitivity of the splicing reporters, we fused the C-termini of the NLuc and FLuc cassettes with PEST degradation sequences (Fig. 1A).

To assess the responsiveness of the V1 and V2 Mef2d microexon reporters, we generated mouse Neuro-2a (N2A) rtTA Flp-In cell lines stably expressing each reporter from the Rosa26 locus, and then monitored changes in the ratios of Firefly and Nano luciferase luminescence in response to increased levels of SRRM4, expressed from a transiently transfected vector (Fig. 1B and C). To afford direct monitoring NLuc and FLuc expression at the protein level, the corresponding ORFs in each reporter were fused N-terminally to three Flag-epitopes, permitting detection with anti-Flag antibody (Fig. 1A). Initially, we observed that the luminescence ratios emitted from cell lines expressing the Mef2d splicing reporter from constitutively active promoters (CMV, PGK or EFS) were minimally responsive to increasing concentrations of SRRM4, likely due to high levels of expression of luciferase prior to induction of SRRM4 expression (data not shown). However, when expressed from a doxycycline (dox)-inducible, minimal CMV promoter following transfection of the SRRM4 expression vector, consistent concentration-dependent responses to SRRM4 were observed for the V1 and V2 reporters (Fig. 1B, C). Further supporting that the detected changes in luminescence ratios are due to alternative splicing, we confirmed reciprocal changes in the ratios of protein isoforms expressed from these reporters in response to expression of SRRM4, by western blotting with anti-Flag antibody (Fig. S1B). A second set of dual-luciferase splicing reporters containing a 9nt microexon from the Shank2 gene, with addition and deletion of single frame-shifting nucleotides (Fig. S2A), were generated (Figs. 2A and S2B) and observed to produce comparable results as the Mef2d dual-luciferase splicing reporters when tested for responses to increasing concentration of SRRM4 (Fig. S2C and S2D).

**Fig. 2:**
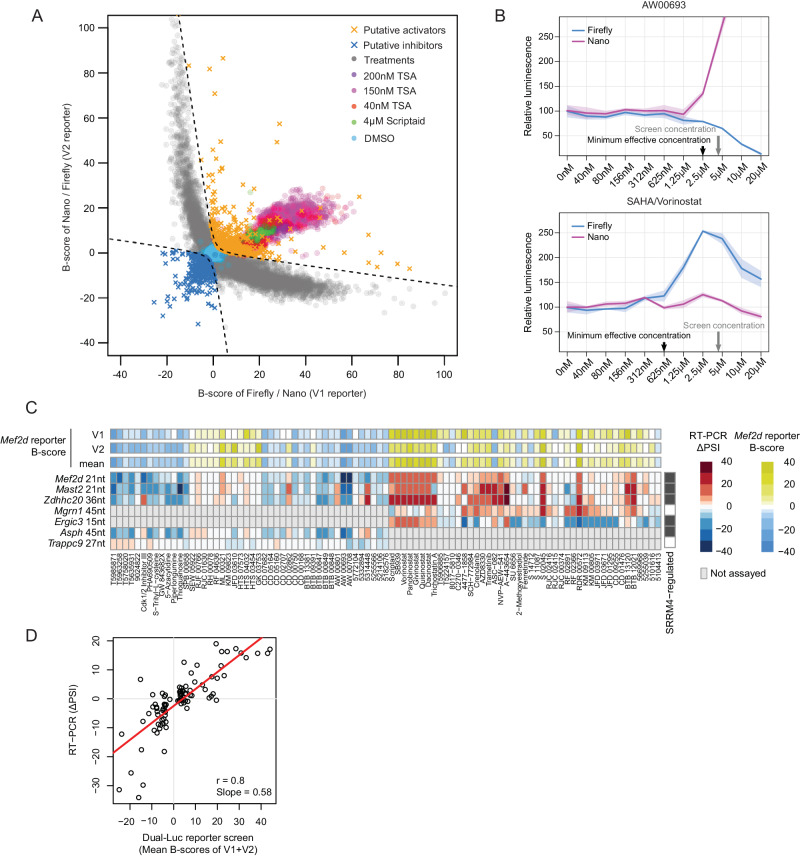
Identification of small molecule modulators of microexon splicing from a high-throughput screen of ~ 95,000 small molecules. **A** Identification of small molecule modulators of microexon splicing from a screen of ~95,000 compounds using the V1 and V2 Mef2d microexon reporters shown in Fig. 1A. The B-scores of luminescence ratios for the reciprocal splicing reporters are plotted as described for Fig. 1E. Hyperbolae were fit to establish hit selection thresholds (see 'Methods' for details). **B** A two-fold serial dilution series (40 nM–20 μM) was performed for 567 putative hit compounds selected from (**A**) and assayed using the Mef2d V1 reporter (see 'Methods' for details); example plots are shown for the change in relative luminescence of Nano and Firefly luciferase over the dilution series for the Mef2d microexon repressor AW00693 (top), and the activator SAHA/Vorinostat (bottom). Shaded area and solid line represent range and mean of two biological replicates. **C** Lower rows: Heatmap showing changes in splicing levels (ΔPSI) of the Mef2d reporter microexon, endogenous microexons (Mef2d, Mast2, Ergic3, Trappc9), and longer cassette neural-differential exons (Zdhhc20, Mgrn1, Asph), following treatment of N2A cells with 91 hit compounds validated by the secondary, serial dilution screen. Upper rows: Luminescence ratio B-scores, based on measurements from the primary screen using the V1 and V2 reporters (**A**), are shown for comparison. RT-PCR data were collected from single replicate experiments. **D** Correlation analysis of ΔPSI measured by RT-PCR with mean changes in luminescence ratio B-scores measured using the primary screen V1 and V2 reporter data in (**A**).

To assess the linearity of the SRRM4 dose-response of luminescence ratios from the V1 and V2 NLuc and FLuc reporters, and to further confirm that these measurements reflect alternative splicing changes, we performed RT-PCR assays to directly monitor percent spliced-in (PSI) levels of microexon inclusion. This revealed a high correlation between percent Firefly luminescence from the Mef2d V1 reporter, or percent Nano luminescence from the Mef2d V2 reporter, and the corresponding RT-PCR PSI measurements (Pearson correlation = 0.996 for both reporters; Fig. 1B and C, respectively). Comparable results were obtained for the Shank2 V1 and V2 microexon reporters (Pearson correlation = 0.925 and 0.933, respectively; Fig. S2C and S2D). The Shank2 reporter was found to produce an additional, in-frame spliced product from an alternative 3′ splice site upstream of the Shank2 microexon (Fig. S2E), which may contribute to the reduced linearity of the Shank2 reporter relative to the Mef2d reporter. Notably, for both Mef2d reporters, the insertion or deletion of a single nucleotide to generate the V1 and V2 configurations resulted in a consistent shift in PSI over the range of SRRM4 expression levels. Nonetheless, both configurations displayed highly sensitive and linear responses to increasing concentrations of SRRM4. Comparing the Mef2d and Shank2 V1 and V2 reporters, the baseline (i.e. no induction of SRRM4) PSI of the Mef2d reporters is closer to the mid-range of 50 PSI (i.e. 42 PSI and 33 PSI, respectively) which renders it preferable for screening both activating and inhibiting small molecule modulators. Accordingly, we next employed the Mef2d V1 and V2 NLuc/FLuc dual reporters engineered with PEST sequences to perform a high-throughput screen for small molecule modulators of microexons.

### A high-throughput small molecule screen pipeline for modulators of microexon splicing

We incorporated the reciprocal V1 and V2 Mef2d microexon splicing reporter cell lines in a protocol amenable to robotically manipulated, high-throughput screening of small molecules in 384-well plates (Fig. 1D; 'Methods'). In brief, cells are plated on Day 1, small molecules are dispensed followed by doxycycline-induced expression of the reporter on Day 2, and luminescence measurements are performed on Day 3. To test the performance of this protocol, we initially conducted a small-scale pilot screen using a focused ‘toolkit’ library consisting of 160 bioactive compounds, together with a Tocriscreen library comprising an additional 1280 small molecules (Fig. 1E). The luminescence ratios of the reciprocal splicing reporters were plotted using ‘B-scores’^33^, based on the following formulae: V1 reporter: (B-score of Firefly V1/Nano V1); V2 reporter: (B-score of Nano V2/Firefly V2). This revealed false positives, detected as unidirectional luminescence signals from either NLuc or FLuc (Fig. 1E). Therefore, to avoid false positives during hit selection, we generated custom hyperbolae to exclude the majority of compounds that induced unidirectional changes in luminescence (see 'Methods' for details). Importantly, a group of the small molecules resulted in reciprocal changes in the V1 and V2 reporter luminescence ratios and therefore were considered true positives. Interestingly, these included several broad-specificity histone deacetylase (HDAC) inhibitors (Fig. 1E, orange and red labels), including Trichostatin A (TSA) (PubChem CID: 444732) and Scriptaid (PubChem CID: 5186), the effects of which were independently validated by RT-PCR assays (Fig. 1F). Accordingly, TSA and Scriptaid were used as positive control modulators in a larger-scale screen described next.

### A 95,000 small molecule screen reveals positive and negative modulators of microexon splicing

To systematically identify modulators of microexon splicing, we assembled a diverse collection of approximately 95,000 small molecules comprising libraries that include approximately 12,000 drug-like small molecules from the Chembridge Diversity Set, 52,000 drug-like small molecules from the Maybridge HitDiscover collection, 24,000 small molecules from a ‘PAIN-free’ collection curated from Enamine, ChemDiv and ChemBridge libraries by the Ontario Institute for Cancer Research (OICR), as well as ~5000 bioactive molecules assembled from several smaller libraries, including Tocris, LOPAC, Prestwick and a protein kinase inhibitor (PKI) library.

A primary screen of the small molecule libraries described above was performed using treatment for 24 h at a final concentration of 4 μM for each compound, except for compounds from the PKI library, which were screened at a final concentration of 0.5 μM. The activities of the reciprocal splicing reporters were again plotted using a ratio of B-scores as described above. The positive control compound TSA was assayed at 40 nM, 150 nM or 200 nM final concentrations, and Scriptaid was assayed at 4 μM (Fig. 2A and Supplementary Data 1). As in the pilot screen, hyperbolae were fit to optimize separation of positive and negative controls while excluding the majority of false positives generated from unidirectional changes in luminescence (see 'Methods' for details). Using these hyperbolae to define thresholds, we identified 738 (0.8%) small molecules as putative activators, and 644 (0.7%) small molecules as putative inhibitors (Fig. 2A).

As a secondary round of validation designed to narrow down potential lead compounds and determine their optimal concentrations for further evaluation, we cherry-picked 567 putative hits (Supplementary Data 2) from the primary screen that represent a diverse range of compound classes and performed serial dilutions to assay their effects across ten concentrations (40 nM–20 μM final concentration range, or 13 nM–6.7 μM final concentration range for the PKI library) using the Mef2d V1 microexon reporter only. Figure 2B shows example results corresponding to serial dilutions for the microexon activator HDAC inhibitor compound, SAHA/Vorinostat, and the microexon inhibitor compound AW00693. Notably, as expected AW00693 treatment resulted in an increased expression of Nano luminescence and corresponding decreased expression of Firefly luminescence (Fig. 2B, upper panel), whereas treatment with SAHA/Vorinostat led to an increase in Firefly luminescence but not a reciprocal decrease in Nano luminescence, possibly due to this compound promoting both increased splicing and expression or stability of the reporter transcripts (Fig. 2B, lower panel). The serial dilution assays confirmed similar results as observed for the primary screen for 156 of the 567 compounds (i.e. comparable changes in the NLuc/FLuc luminescence ratios) for a minimum of two consecutive concentrations. The minimal and maximal effective concentration range for each validated hit was then determined based on reporter activity from the two-fold serial dilutions (Fig. 2B).

### Identification of small molecule inhibitors and activators of neuronal microexon splicing

To further confirm the effects of 91 small molecules on splicing of the Mef2d microexon and assess their impact on the splicing of endogenous neural-differential microexons, we treated N2A cells with an optimized concentration (as determined from the two-fold serial dilution series) and performed RT-PCR assays using primer pairs directed to flanking constitutive exon sequences (Fig. 2C and Supplementary Data 3). For small molecules predicted to promote splicing, we assayed three Srrm4-dependent neural-differential exons in transcripts encoding Mast2, Zdhhc20 and Ergic3 proteins, and for comparison, an Srrm4-independent neural differential exon in Mgrn1 transcripts (Fig. 2C). For small molecules predicted to inhibit microexon splicing, we assayed splicing of exons in Mast2 and Zdhhc20 transcripts, an Srrm4-dependent exon in Asph transcripts and an Srrm4-independent exon in Trappc9 transcripts (Fig. 2C). We additionally performed RT-PCR assays of splicing of the Mef2d reporter microexon (using reporter-specific flanking exon primers). The alternative splicing events selected for RT-PCR validation include both microexons (≤27 nt) (i.e. Trappc9, Ergic3 and Mast2) and longer (>27 nt) neural-regulated exons (i.e. Asph, Mrgn1, and Zdhhc20). The Ergic3 microexon was additionally selected for validation of putative activators since it has relatively low inclusion levels in N2A cells under control conditions. Conversely, the Trappc9 microexon was selected for validation of putative inhibitors since it has relatively high inclusion in N2A cells under control conditions. This selection of test exons thus afforded an initial assessment of potential selectivity of the small molecule effects on microexons versus longer neural exons, as well as for their impact on microexons regulated through Srrm4-dependent versus -independent mechanisms.

Overall, we detected a strong correlation between the changes in FLuc/NLuc ratios from the primary screen and changes in PSI (∆PSI) measured from the RT-PCR assays of Mef2d microexon inclusion levels from the V1 and V2 reporters (Fig. 2D, mean Pearson’s *r* = 0.80). Moreover, most compounds resulted in splicing level changes of endogenous microexons in the same direction as the Mef2d reporter exon; however, several activator compounds reduced inclusion levels of the Ergic3 microexon, presumably reflecting that different microexons have distinct factor requirements and mechanisms of splicing (Fig. 2C).

Following RT-PCR validation, a Tanimoto similarity index was used to cluster representative compounds with activity in microexon activation and repression, based on their 2D structural similarity (Fig. 3A). Among the highest-ranking (i.e. displaying the largest mean, small molecule-induced ∆PSI for Srrm4-dependent microexons, Supplementary Data 3) activators are several broad-spectrum (Class I and II-selective) hydroxamate-based HDAC inhibitors, including Vorinostat/SAHA (PubChem CID: 5311), as well as the HDAC1,2,3-selective ortho-Aminoanilide-based HDAC inhibitors Tacedinaline/CI-994 (PubChem CID: 2746) and kinetically-selective HDAC2 inhibitor BRD6688 (PubChem CID: 66575862) (Fig. 3B, upper left panel). These findings confirm and extend results observed from the pilot screen, demonstrating that multiple HDAC inhibitors that target class 1–3 HDACs promote the splicing of Srrm4-dependent microexons. A second major class of high-ranking activators of microexon splicing is a group of PKIs targeting several components of the MAPK pathway, including GNF-5837 (target: TRKA/B) (PubChem CID: 59397065), Crenolanib (target: PDGFRa/b) (PubChem CID: 10366136), and Trametinib (target: MAP2K1/2) (PubChem CID: 11707110) (Fig. 3B, upper right panel). A significant proportion of the highest-ranked activators also comprise drug-like screening molecules without known targets. The most potent class belongs to a group of benzenesulfonamide-related compounds identified from the Maybridge HitDiscover Collection, including RDR00572 (PubChem CID: 135472955) and BTB12021 (PubChem CID: 266060) (Fig. 3B, lower left panel).

**Fig. 3:**
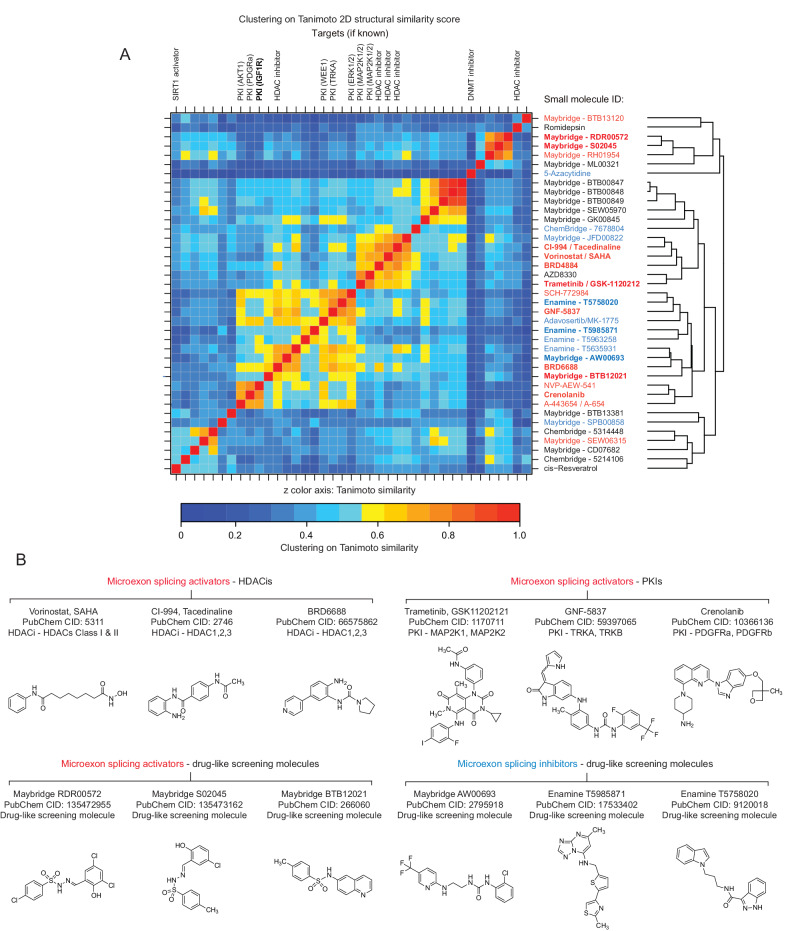
Classification and chemical structures of small molecule modulators of microexon splicing. **A** Clustering of representative RT-PCR-validated hits using Tanimoto 2D structural similarity score. Right labels: Representative microexon activator and repressor compounds selected for RNA-Seq analysis are indicated in red and blue text, respectively. Top labels: Histone deacetylase (HDAC) inhibitors and protein kinase inhibitors (PKIs) are indicated along with targets if known. **B** Representative 2D chemical structures representing four categories of small molecule modulators of microexon splicing (HDAC inhibitors, PKIs, and drug-like screening molecule activators and inhibitors). Compounds shown in (**B**) are highlighted in bold in (**A**).

The highest-ranking inhibitors of microexon splicing (i.e. inducing the largest mean ∆PSI for Srrm4-dependent microexons, Supplementary Data 3) are also drug-like molecules without known targets. These compounds originate from several libraries including Enamine and Maybridge and include T5758020 (PubChem CID: 9120018), T5985871 (PubChem CID: 17533402), and AW00693 (PubChem CID: 2795918) (Fig. 3B, lower right panel).

### Transcriptome-wide analysis of small molecule treatments on alternative splicing and gene expression

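N2A cells, a mouse neuroblastoma line, were treated for 24 h in 0.4% DMSO, and 34 polyA+ RNA-seq libraries are analysed here. DMSO alone had 3 libraries, labelled A, B and C, whereas the Reporting Summary of the paper states 2 DMSO replicates. Of the 3, the authors' deposited DMSO estimates of microexon PSI lay closest to the mean of all 3 libraries, with a median absolute difference of 0.14 PSI over 554 microexons, against 0.38 to 0.44 when 1 library was left out. The HDAC inhibitors Vorinostat/SAHA, CI-994, BRD4884 and BRD6688 had 2 libraries each, and each of the other 23 compounds had 1. There were 17 activators and 10 inhibitors. Vorinostat is listed at 2.5 µM in Supplementary Data 4 and at 2 µM in Fig. 4A. The authors quantified splicing with vast-tools, which gives the percent spliced in (PSI) of an event in each library together with its inclusion and exclusion reads. Their table held 401633 events. After the mappability correction of vast-tools, the inclusion and exclusion reads of all exon events summed to between 33489970 and 75978448 per library. The median was 66602108 for DMSO, 49837224 for the replicated HDAC inhibitors and 49724576 for the single-library compounds. A read can enter more than 1 event, so these sums are an index of depth and not counts of reads. Between 567 and 686 microexons per library passed the coverage and balance filters of the methods, where those without a balance score were also kept. An event was called changed when the mean PSI differed from that of DMSO by at least 10 and the posterior probability of a change in that direction, drawn from its reads, was above 0.95. A single library carries no estimate of the spread between treatments, so calls for the 23 compounds rest on reads and on the spread of DMSO. That spread was small for most microexons: the SD of PSI among the 3 DMSO libraries had a median of 0.75 and a 95th percentile of 5.64 over 573 microexons. Of the 588 microexons detected with AW00693, 160 had a DMSO mean PSI of 10 to 90, so that median mostly describes exons outside it. The gene expression values used here are 1 RPKM value per gene and condition, with replicates merged, beside the fold change and false discovery rate of the authors' exact test. No spread between libraries can be given for a gene.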

To globally assess the effect of small molecules on alternative splicing (and gene expression), we selected 27 representative activators and inhibitors and then performed polyA+ RNA-Seq following a 24 h treatment of N2A cells (Fig. 4A). The analyzed compounds were selected for analysis based on: (1) having amongst the largest effect-sizes on endogenous microexon splicing—i.e. largest mean ∆PSI for Srrm4-dependent microexons (Supplementary Data 4), and (2) structural diversity—i.e. compounds that represent distinct structural classes based on clustering of Tanimoto coefficients for 2D structural similarity (Fig. 3A). As a control at the timepoint of RNA isolation, we monitored cell morphology via brightfield microscopy (Fig. S3A), viability via propidium iodide staining (Fig. S3B), and proliferation rate using 5-Ethynyl-2′-deoxyuridine incorporation (Fig. S3C). At 24 h, the compound treatments had a minimal impact on cell morphology and viability of N2A cells (Fig. S3A and S3B), while several compounds, including CI-994, Trametinib, AW00693 and T5985871, reduced cell proliferation (Fig. S3C). The RNA-seq data were analyzed to assess small molecule treatment-induced alternative splicing changes involving microexons (MIC), longer cassette alternative exons (CEs), alternative 5′ and 3′ splice site selection events (Alt5 and Alt3), and intron retention events (IR) (∆PSI ≥ 10) (Fig. 4B). 

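Each DMSO library was first set against the other 2 to measure the background of the calls. Between 5 and 9 microexons were called increased and between 6 and 9 decreased, or 0.85% to 1.42% and 0.94% to 1.42% of those detected. Cassette exons over 27 nt gave 0.3% to 0.35% increased and 0.4% to 0.53% decreased. Against this background, the share of microexons that changed in the direction of the compound's class exceeded the share of cassette exons for 17 of 17 activators and 10 of 10 inhibitors. Without treatment the ratio of the 2 shares was already 2.8 to 4.4 for increases and 2.3 to 3.5 for decreases between DMSO libraries. With the compounds it ran from 2.7 for BTBS00065 to 22.2 for S02045 among activators, and from 2.6 for JFD00822 to 19.2 for T5635931 among inhibitors. BTBS00065 and JFD00822 thus lay at the ratio seen without treatment, and MK-1775 (3.8) close to it. Part of this difference goes with the starting level of the exons. When microexons and cassette exons were both limited to those with a mean PSI of 10 to 90 in DMSO, the odds ratio fell from 11.11 to 1.96 for CI-994, from 20.7 to 4.04 for RDR00572, from 22.05 to 4.77 for Trametinib, from 22.98 to 9.59 for AW00693 and from 10.75 to 5.48 for T5985871. Exons within a library are not independent replicates, so these ratios describe the libraries.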

The activator and inhibitor compounds assessed by RNA-seq showed varying degrees of selectivity for promoting and repressing the splicing of microexons, as determined by comparing the proportions of total microexons affected by the treatments, relative to the proportions of other alternative splicing events classes affected by the same treatments.

**Fig. 4:**
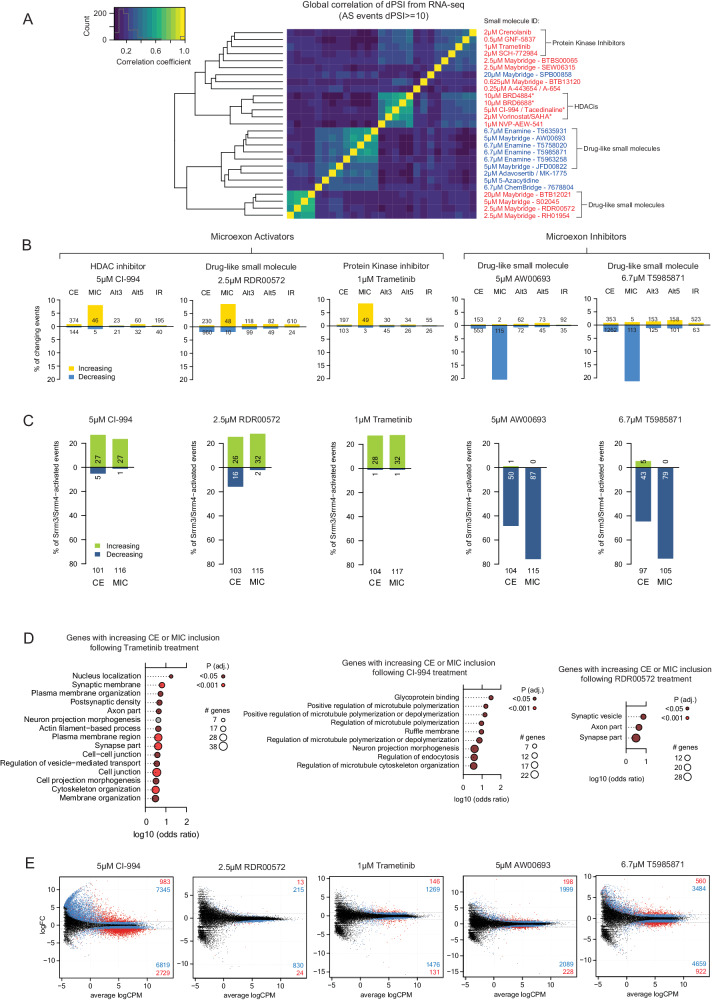
Transcriptome-wide analysis of alternative splicing and gene expression changes following small molecule treatments in N2A cells. **A** Global correlation of RNA-seq-profiled ∆PSI patterns of alternative splicing events (representing all classes) in N2A cells, following treatments with 27 different small molecules highlighted in Fig. 3 that activate (red) or inhibit (blue) microexon splicing. *indicates analysis of two replicate treatments (otherwise analysis of single treatments was performed). **B** Percentage of detected alternative splicing events belonging to different classes with changing levels (≥10 ∆PSI) following treatments with CI-994, RDR00572, Trametinib, AW00693 or T5985871. CE cassette exons; MIC microexons; Alt5/Alt3 alternative 5′/3′-splice sites; IR intron retention. Absolute numbers of increasing and decreasing events are indicated. See Fig. S4 for analysis of all compounds analyzed by RNA-seq. **C** Percentage of Srrm4/Srrm3-dependent alternative splicing events with changing levels (≥10 ∆PSI) following treatments with CI-994, RDR00572, Trametinib, AW00693 or T5985871. Absolute numbers of exons with increased and decreased levels are indicated. CE cassette exons; MIC microexons. See Fig. S5B for additional HDAC inhibitors. **D** Gene Ontology (GO) enrichment analysis for genes containing cassette exons (CE) or microexons (MIC) with increased levels (≥10 ∆PSI) following treatment with CI-994, Trametinib or RDR00572. *P*-value thresholds from one-tailed, adjusted *t*-tests as implemented in FuncAssociate are indicated ('Methods'). **E** Global analysis of gene expression (GE) changes (log fold-change [FC]) following treatments with CI-994, RDR00572, Trametinib, AW00693 or T5985871. FDR < 0.05 (blue), FDR < 0.05, LFC > 1, maxRPKM >5 (red)); numbers at the top and bottom right corner indicate genes with increased and decreased expression, respectively.

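Pearson's r of ∆PSI was computed for each pair of compounds over the events with a change of at least 10 PSI in either. It averaged 0.56 among the 4 HDAC inhibitors (0.5 to 0.63), 0.59 among the 4 benzenesulfonamides BTB12021, S02045, RDR00572 and RH01954 (0.52 to 0.66), 0.35 among Trametinib, SCH-772984, Crenolanib and GNF-5837 (0.29 to 0.39), and 0.49 among the 5 inhibitors AW00693, T5635931, T5758020, T5963258 and T5985871 (0.4 to 0.55). Over the 108 pairs that joined different groups it averaged 0.17. All compounds were compared with the same DMSO libraries, which alone raises r. Libraries simulated without any change gave a mean r of 0.47 for the HDAC inhibitors, 0.29 for the benzenesulfonamides, 0.3 for the MAPK-pathway inhibitors, 0.3 for the inhibitors and 0.33 between groups. The benzenesulfonamides and the inhibitors lay farthest above their simulated values, and the HDAC and MAPK-pathway inhibitors closer to theirs. The pairs between groups lay below theirs, so the simulated values are too high as a baseline there. In the simulation events reach 10 PSI by spread alone, whereas the measured events also include changes from treatment. The shared controls thus weigh more in the simulation. The distance from the simulated value therefore does not measure how alike the compounds of a group are. Leaving out DMSO library A moved the MAPK-pathway inhibitors most, to 0.47, and the pairs between groups to 0.28. Over all events that pass the filters, r among the HDAC inhibitors was 0.49, against 0.39 over those events in libraries simulated without change. Between groups it was again below the simulated value, at 0.17 against 0.28.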

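Treatment with 5 µM CI-994 for 24 h increased 52 of 616 detected microexons, or 8.44% (95% Wilson interval 6.5% to 10.9%), and decreased 6. Among cassette exons, 474 of 57571 increased (0.82%), and among introns 340 of 87845 were retained more (0.39%). The odds of an increase were higher for microexons than for cassette exons (Fisher's exact test across exons, two-sided, p = 6.49e-34). The 2 CI-994 libraries, each set against the 3 DMSO libraries, gave 54 and 63 increased microexons, of which 40 were shared, and their ∆PSI correlated with r = 0.72 over 573 microexons. Both libraries share the DMSO controls, and libraries simulated without change gave r = 0.16. Limiting microexons to 15 nt or less moved the count most, to 16, and a limit of 15 PSI left 30.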

Among the small molecules that display the strongest enrichment for activation (∆PSI ≥ 10) of the splicing of neural microexons relative to other classes of alternative splicing events is the Class 1–3-specific HDAC inhibitor CI-994. This compound activated 46 of 585 detected microexons (PubChem CID: 2746), 11 of which are ‘neural-high’ (i.e. highly included in neural cells and tissues). Furthermore, the benzenesulphonamide-related screening compound RDR00572 (PubChem CID: 135472955) activated 48 of 531 microexons (among which 17 are neural-high), and the MEK inhibitor Trametinib (PubChem CID: 11707110) activated 49 of 531 microexons (among which 20 are neural-high) (Fig. 4B, left panel). Moreover, these compounds promoted splicing of 27/116 (23%), 32/115 (28%) and 32/117 (27%) of detected Srrm3/4-regulated microexons^19^, respectively (Fig. 4C).

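The authors' deposited table holds 46 increased microexons for CI-994 among 585 detected, and 46 of those 46 were also called here. The largest increases were those of a 27-nt exon of Kcnq5, a 24-nt exon of Clasp2 and a 9-nt exon of Ppfia2. The genome build of the coordinates in the event table is not stated and is not GRCm38. In those coordinates the Clasp2 exon lies on chromosome 9 from 113767699 to 113767722. Its PSI rose from 37.2 ± 8.2 (SD, n = 3) in DMSO to 68.4 and 80.8 in the 2 CI-994 libraries. The Ppfia2 exon, on chromosome 10 from 106319792 to 106319800, rose from 17.5 ± 3.6 (SD, n = 3) to 48.2 and 53.7. The Kcnq5 exon reached 93.5 in library B alone, on 34 reads, because library A did not pass the filters, and 2 DMSO libraries that passed had a mean of 35.5. A 12-nt exon of L1cam on chromosome X from 71100991 to 71101002 rose from 40.7 ± 2.3 (SD, n = 3) to 73.8 and 70.5, and an 18-nt exon of Pus7 on chromosome 5 from 23269152 to 23269169 rose from 12.3 ± 2.4 (SD, n = 3) to 33.9 and 39.2. Both CI-994 values lay above every DMSO library for each of these last 2 exons. The Mast2 microexon moved by 6.1 PSI, within the spread of DMSO (SD 8.5). The list of neural-high microexons is not used here.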

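With 1 library each, 2.5 µM RDR00572 increased 52 of 591 detected microexons (8.8%, 95% Wilson interval 6.77% to 11.36%) and decreased 16, and 1 µM Trametinib increased 52 of 621 (8.37%, 6.44% to 10.82%) and decreased 4. The 2 compounds differed in longer exons. RDR00572 increased 260 and decreased 1035 cassette exons and raised the retention of 827 introns, whereas Trametinib increased 236 and decreased 147 cassette exons and raised the retention of 99 introns. The authors' deposited table holds 48 increased microexons among 567 detected for RDR00572 and 49 among 590 for Trametinib, and 48 of each were also called here. For RDR00572 the largest increases included those in Sh3glb2 (12 nt, chromosome 2 from 30204746 to 30204757), from 17.9 ± 8.8 (SD, n = 3) in DMSO to 63.2, and in Zmynd8 (12 nt, chromosome 2 from 165678368 to 165678379), from 51.6 ± 2.2 to 89.5. For Trametinib they were in Atp2c1 (12 nt, chromosome 9 from 105395873 to 105395884), from 23.1 ± 10.1 to 50.4, in Lphn2 (12 nt, chromosome 3 from 148523391 to 148523402), from 16.8 ± 1.7 to 41.6, and in Snx14 (27 nt, chromosome 9 from 88295561 to 88295587), from 47.0 ± 4.6 to 69.8. The Zmynd8 exon did not follow Trametinib, at 48.5, and the Ergic3 microexon went opposite ways, by -11.8 PSI with RDR00572 and 15.1 PSI with Trametinib. For Zmynd8 this differs from the RT-PCR of the paper, which reports a positive effect of Trametinib on its microexon.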

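Treatment with 5 µM AW00693 decreased 118 of 588 detected microexons (20.07%, 95% Wilson interval 17.03% to 23.49%) and increased 2, and 6.7 µM T5985871 decreased 114 of 545 (20.92%, 17.71% to 24.53%) and increased 5. Among cassette exons, AW00693 decreased 616 of 56987 (1.08%) and T5985871 decreased 1300 of 54148 (2.4%). Each compound had 1 library. The authors' deposited table holds 115 decreased microexons among 566 detected for AW00693 and 113 among 536 for T5985871, of which 115 and 112 were also called here. The largest decreases with AW00693 were in Cdon (14 nt), from 67.5 ± 10.6 (SD, n = 3) in DMSO to 18.7, in Scyl2 (12 nt), from 83.2 ± 2.0 to 35.5, and in Synj1 (24 nt), from 64.6 ± 2.0 to 18.3. With T5985871 they were in Bbs9 (15 nt), from 92.6 ± 3.8 to 30.4 on 25 reads, in Cdon, to 7.2, and in Herc4 (24 nt), from 90.0 ± 3.5 to 30.9. The 21-nt exon of Mef2d, the gene of the screening reporter, lies on chromosome 3 from 87965703 to 87965723 in the event table and had 89.0 ± 0.5 in DMSO, changed by -19.0 PSI with AW00693 and fell to 54.6 with T5985871. All these values lay below the lowest DMSO library. Limiting microexons to 15 nt or less left 55 decreased for AW00693 and 56 for T5985871.

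**Figure D1:**
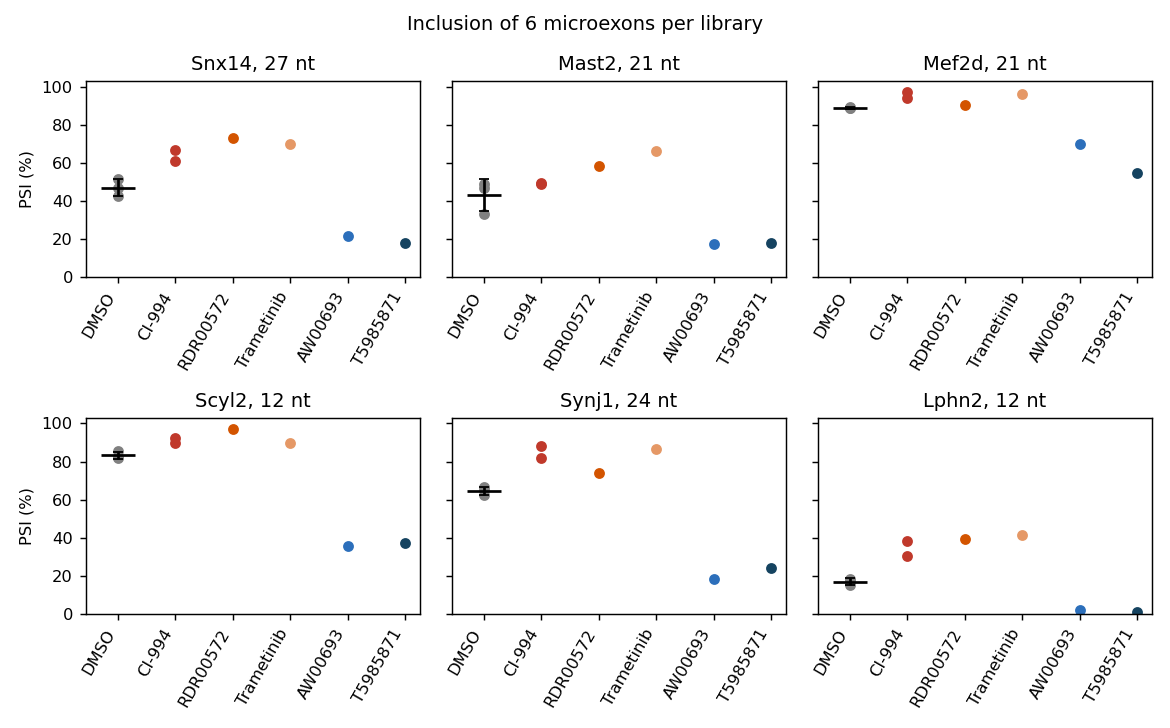
PSI (percent) of 6 microexons in each library: grey points are the 3 DMSO libraries with their mean and SD, and coloured points are single libraries of the compounds (2 for CI-994). The AW00693 and T5985871 points lie below every DMSO library in the 6 exons, as for Scyl2 at 35.5 and 37.3 against a DMSO mean of 83.2.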

Examples of small molecules that display an enrichment for repressive (∆PSI ≥ 10) effects on microexons relative to other classes of profiled alternative splicing events include AW00693 (115 of 531 microexons) (PubChem CID: 2795918) and T5985871 (113 of 531 microexons) (PubChem CID: 16352234) (Fig. 4B, right panel). Remarkably, T5985871 and AW00693 repressed the splicing of 79/105 (75%) and 87/115 (76%) of all detected Srrm3/4-regulated microexons, respectively (Fig. 4C). 

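Over the 27 compounds, the number of microexons that changed in the direction of the class ran from 8 to 69 for the activators and from 17 to 118 for the inhibitors, and the number in the opposite direction from 2 to 16 and from 0 to 8. BTBS00065, with 8 of 614 (1.3%), lay within the DMSO background, as the highest DMSO library against the others gave 1.42%. The largest share among activators was 11.64%, for BTB12021. The direction of cassette exon changes divided the activators: skipping made up 79.9% of cassette exon changes with RDR00572, 77.7% with S02045, 73.3% with RH01954 and 71.8% with BTB12021, against 38.4% with Trametinib and 26.2% with BRD4884. A-443654 had 73.3%, BTB13120 63.0% and SCH-772984 53.4%. Decreases also outnumbered increases without treatment, with 238 against 191 for DMSO library A, 240 against 209 for B and 294 against 169 for C. BTB13120 (344 against 202) and SCH-772984 (202 against 176) were thus close to the division seen between DMSO libraries.

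**Figure D2:**
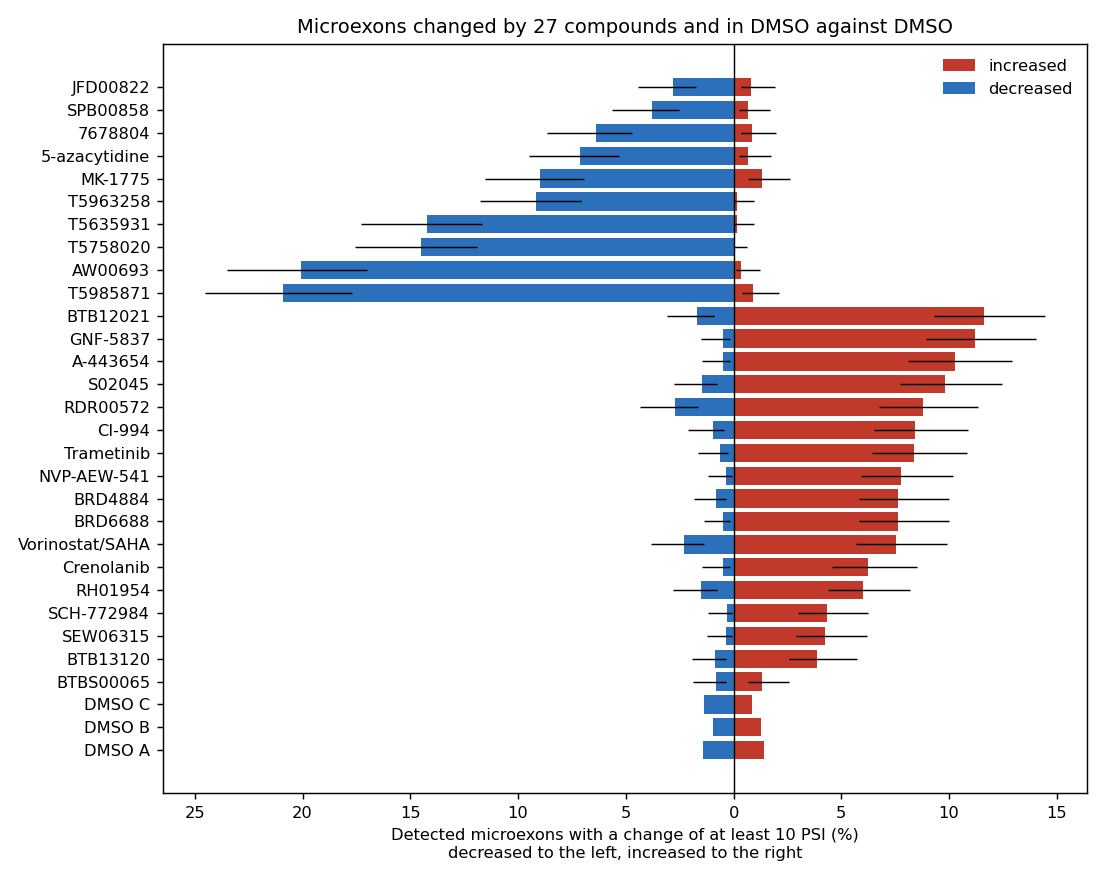
Percentage of detected microexons increased (red, right) or decreased (blue, left) by at least 10 PSI, for each compound against DMSO and for each DMSO library against the other 2. Black lines are 95% Wilson intervals, drawn for the compounds, and BTBS00065 lies at 1.3% increased, inside the DMSO range.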

A more comprehensive analysis of alternative splicing changes for all 27 small molecule treatments assessed by RNA-seq is provided in Fig. S4.

We performed a Gene Ontology (GO) analysis for genes containing microexons and longer (>27 nt) cassette exons with changes in splicing inclusion following each small molecule treatment. Consistent with an enrichment for promoting inclusion of Srrm4-dependent microexons, which are concentrated in genes that function in nervous system development and biology^23,24^, enriched GO terms included those associated with neural biology for treatments with the HDAC inhibitor CI-994 (i.e. ‘neuron projection morphogenesis’), Trametinib (‘synaptic membrane’) and the drug-like screening molecule RDR00572 (‘synaptic vesicle’, ‘axon part’ and ‘synapse part’) (Fig. 4D). No significantly enriched GO-terms were found associated with splicing changes elicited by the two inhibitor compounds.

We also assessed global changes in gene expression for each of the 27 small molecule treatments. As expected, due to their known impact on transcription, we observed that HDAC inhibitor treatments induce the broadest changes in gene expression. For example, treatment with the HDAC class 1–3 inhibitor CI-994 (PubChem CID: 2746) resulted in 983 up-regulated and 2729 down-regulated genes (FDR < 0.05, LFC > 1, max RPKM > 5), corresponding to 9.6% and 26.7% of 10,289 genes expressed at > 5 RPKM in either compound- or DMSO-treated cells (Fig. 4E). 

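Genes were counted as changed when their RPKM, with a pseudocount of 0.5, differed by more than 2-fold from DMSO and exceeded 5 in either condition. By this count, which involves no test, the 4 HDAC inhibitors changed between 971 genes (BRD4884) and 3737 (CI-994). The other 23 compounds changed between 67 (SPB00858) and 1424 (T5985871), with a median of 261. T5985871 thus ranked in place 3 of the 27, above BRD6688 at 1187 and BRD4884. The median log2 ratio of genes above 5 RPKM moved by over 0.1 in 14 of the 27 compounds, among them by -0.46 for CI-994, -0.37 for Vorinostat, -0.29 for BRD4884, -0.2 for BRD6688, -0.3 for MK-1775, -0.2 for GNF-5837 and -0.19 for T5985871. RPKM values are relative to the total of the library.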

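The authors' deposited table calls 980 genes up and 2727 down with CI-994, of 10289 genes above 5 RPKM in either condition. The RPKM ratio alone gave 1047 up and 2690 down. The share of falls depends on the scaling: with the log2 ratios centred on their median, the count became 1730 up and 1250 down, so that falls became 41.9% of the changed genes. Srrm4 had 10.42 RPKM in DMSO and 19.63 with CI-994. The deposited values merge the replicates, so the spread between the 2 CI-994 libraries is not known for any gene. From these changes the paper states that HDAC inhibitors act most broadly on expression, which it attributes to their known effect on transcription.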

Notably, two CI-994 derivatives and kinetically selective HDAC2 inhibitors, BRD4884 (PubChem CID: 71465631) and BRD6688 (PubChem CID: 66575862) induced smaller numbers of changes in gene expression than CI-994, while promoting splicing inclusion of a comparable number of microexons (Fig. S5A and S5B). Specifically, these compounds resulted in 570 (5.7%) up-regulated and 454 (4.5%) down-regulated genes, and 498 (5.0%) up-regulated and 622 down-regulated (6.2%) genes, respectively. 

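The authors' deposited table calls 569 genes up and 454 down with BRD4884, and 497 up and 622 down with BRD6688. The RPKM ratio gave 529 and 442 for BRD4884 and 513 and 674 for BRD6688. After centring on the median, BRD4884 had 806 up and 105 down and BRD6688 744 up and 331 down. Both compounds, at 10 µM, increased 48 of 628 detected microexons (7.64%, 95% Wilson interval 5.81% to 9.99%). BRD4884 decreased 5 microexons and BRD6688 decreased 3. The ∆PSI of the 2 libraries correlated with r = 0.75 for BRD4884 and 0.76 for BRD6688, against 0.17 and 0.28 in libraries simulated without change. Among genes with a DMSO value above 0, the largest rises with BRD4884 included Clec2i, from 0.02 to 9.16 RPKM, and Mgst1, from 0.02 to 6.54 RPKM.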

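Genes with a detected microexon were sorted by the change of the microexon and by the authors' call for expression at a false discovery rate below 0.05. With Vorinostat, 496 genes could be sorted. Of those with a more included microexon, 19 were lower, 8 unchanged and 15 higher in expression, and the 2 variables were not associated (permutation test on the chi-square statistic, two-sided, p = 0.39). With BRD6688, 511 genes could be sorted. Of those with a more included microexon, 7 were lower, 27 unchanged and 12 higher, against 125, 186 and 151 of those without a change, and 3 of 3 genes with a more skipped microexon were lower (the same permutation test, p = 0.0028). Genes with an included microexon were more often unchanged in expression than the rest. When a 2-fold change in expression was also required, the permutation p for BRD6688 was 0.35. The permutation p was 0.043 without the 3 genes that had a skipped microexon, a setting chosen after the values were seen. These are tests across genes, which are not independent replicates. The totals of Fig. S5C exceed the detected microexons, so the comparison made here is not the same as that of the figure.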

Notably, we did not observe a significant overlap in gene expression changes for those genes containing microexons with altered splicing levels following HDAC inhibitor treatment (Fig. S5C) (see 'Discussion').

By comparison with the results with HDAC inhibitor treatments, substantially fewer changes in gene expression were detected with the MEK inhibitor Trametinib (PubChem CID: 11707110) (146 up-regulated and 131 down-regulated genes, or 1.5% and 1.4%), and minimal gene expression changes were detected for the benzenesulphonamide-related compound RDR00572 (PubChem CID: 135472955) (13 up-regulated and 24 down-regulated, or 0.1% and 0.3% genes, respectively) (Fig. 4E, left panel). 

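With 1 library each, the RPKM ratio to DMSO passed 2-fold in 148 genes up and 180 down for Trametinib and in 117 up and 60 down for RDR00572. The authors' deposited table, which applies an exact test, calls 146 up and 131 down for Trametinib and 13 up and 24 down for RDR00572. With the log2 ratios centred on their median the counts were 201 up and 146 down for Trametinib (falls 42.1% of changed genes, from 54.9%) and 148 up and 41 down for RDR00572 (21.7%, from 33.9%). In number of genes, lowering the expression limit to 1 RPKM moved the counts most, to 412 up for RDR00572 and 383 up for Trametinib. In proportion, the exact test moved the rises with RDR00572 more, from 117 to 13. Many of the largest ratios belong to small RNA genes and pseudogenes listed at 0 in one condition, for which no fold is given. Of the others, Rgs4 rose from 3.01 RPKM in DMSO to 46.09 with Trametinib, a log2 ratio of 3.73.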

Treatments with the two microexon splicing inhibitor compounds AW00693 (PubChem CID: 2795918) and T5985871 (PubChem CID: 16352234) resulted in 198 (2.0%) up-regulated and 228 (2.3%) down-regulated genes, respectively, and 560 (5.7%) up-regulated and 922 (9.4%) down-regulated genes, respectively (Fig. 4E, right panel).

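By the RPKM ratio, AW00693 moved 246 genes up and 250 down, and T5985871 596 up and 828 down. Centring the log2 ratios on their median left AW00693 at 260 up and 229 down and changed T5985871 to 834 up and 490 down, so that falls went from 58.1% to 37.0% of its changed genes. The authors' deposited table calls 197 up and 228 down for AW00693 and 560 up and 919 down for T5985871. Gadd45b was among the largest rises of both, from 6.21 RPKM in DMSO to 443.36 with AW00693 and 1127.65 with T5985871.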

### Characterization of microexon inhibitor compounds in neuroendocrine cancer cell lines

To further characterize the effects of the microexon inhibitor compounds in a disease-relevant context, we next performed RT-PCR assays to monitor the splicing of Srrm4-dependent microexons in the neuroendocrine small cell lung cancer (SCLC) cell line NCI-82, which aberrantly express SRRM4 and SRRM3, and in which microexons activated by these factors are included. An RNA sample from an untreated human neuroblastoma cell line IMR-32 was also included as a positive control for detection of microexon inclusion. Following a 48 h treatment with four different microexon inhibitor compounds, we observed a substantial reduction in splicing inclusion of all analyzed Srrm4-dependent microexons, as well as a reduction in splicing inclusion of an SRRM4-dependent 50nt cassette exon within REST transcripts, the inclusion of which generates a neural-specific isoform termed REST4 (Fig. 5A). REST is a major transcriptional repressor of neurogenesis genes that is expressed in neural precursor cells and non-neuronal cell types, whereas the REST4 isoform lacks repressive activity and enables expression of neuronal-specific genes, including Srrm4 itself^34^.

**Fig. 5:**
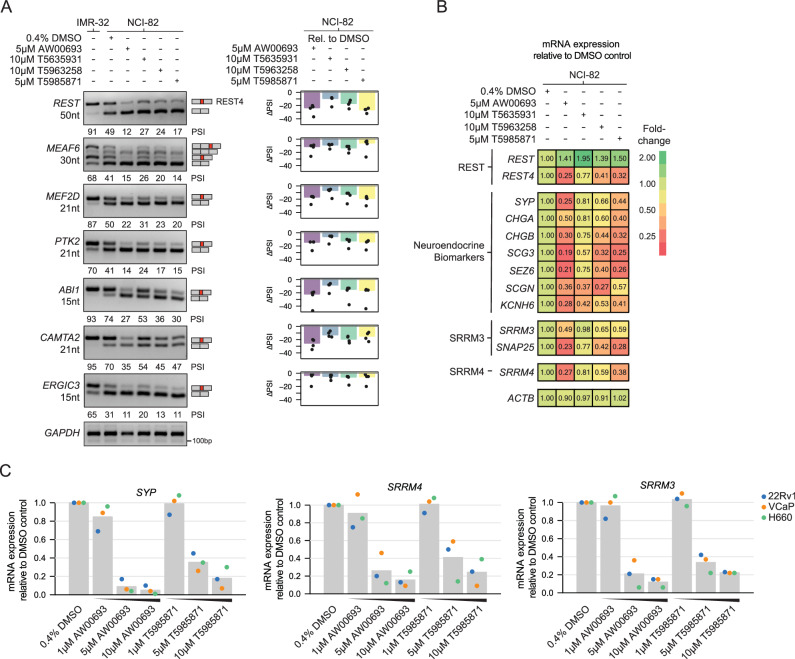
Drug-like screening molecules inhibit microexon splicing and neuroendocrine biomarker expression in neuroendocrine small cell lung cancer (SCLC) and prostate cancer (NEPC)-derived cell lines. **A** RT-PCR validation of REST exon 4 (REST4) and microexon splicing changes in NCI-82 cells treated with the drug-like screening molecule inhibitors AW00693, T5635931, T5963258 and T5985871. RNA from an untreated human neuroblastoma cell line IMR-32 was assayed in parallel as a positive control for detection of microexon splicing. Quantification of ∆PSI, relative to 0.4% DMSO treatment, from four replicates is shown on the right. **B** RT-qPCR analysis of mRNA expression level changes for the neuroendocrine cell biomarkers REST/REST4, SRRM3, and SRRM4 in NCI-82 cells following treatment with the drug-like screening molecule inhibitors AW00693, T5635931, T5963258 and T5985871, relative to 0.4% DMSO control treatment (*n* = 3). **C** RT-qPCR analysis of mRNA expression level changes for the neuroendocrine cell biomarkers SYP, SRRM4 and SRRM3 in the prostate cancer cell lines 22Rv1 (blue), VCaP (orange), and NCI-H660 (green), following single treatments with increasing concentrations (1 μM–10 μM) of the drug-like screening molecule inhibitors AW00693 and T5985871. Expression levels are shown relative to 0.4% DMSO control treatment. Mean mRNA expression levels across all three cell lines are indicated by heights of grey bar plots.

Similarly, using RT-qPCR assays, we determined the effect of the microexon inhibitor treatments on the expression of a range of neuroendocrine biomarkers, relative to a 0.4% DMSO control treatment (Fig. 5B). Notably, a 5 μM treatment with AW00693 led to a 75% reduction in expression of the key neuroendocrine marker Synaptophysin (SYP), as well as a substantial reduction in several other neuroendocrine markers including REST4, CHGA, CHGB, SRRM3 and SRRM4. We also detected reduced expression of SYP, SRRM3 and SRRM4 in three additional neuroendocrine prostate cancer cell lines; 22Rv1, VCaP and NCI-H660, following similar treatments with AW00693 and T5985871 (Fig. 5C). Taken together, these results confirm the activity of the tested inhibitor compounds in reducing microexon splicing levels, and they further reveal that the effects of AW00693 and T5985871 may, at least in part, be due to these treatments reducing levels of expression of Srrm4 and Srrm3 in human neuroendocrine cell lines that express these factors.

### Mechanism of action of small molecule microexon modulators

To further investigate possible mechanisms by which the analyzed small molecules affect microexon inclusion levels, we used the N2A RNA-Seq data described above (Fig. 4) to systematically assess the effects of the compound treatments on the expression of all RNA-binding proteins annotated with the GO terms ‘mRNA binding’ or ‘mRNA processing’ (Fig. 6A). Confirming results from the RT-qPCR analysis of the neuroendocrine cell lines shown in Fig. 5B and C, RNA-Seq analysis of the treatment with the microexon splicing inhibitor T5985871 revealed significant decreases in Srrm4 and Srrm3 mRNA expression. Moreover, genes encoding additional RBPs known to regulate neural-differential alternative splicing, including Rbfox1, Elval1 and Elavl4, also showed reduced levels of mRNA expression following T5985871 treatment. Conversely, both AW00693 and T5985871 treatments led to a significant increase in mRNA expression of a recently defined negative regulator of microexon splicing, Rbm38^35^. Furthermore, treatment of N2A cells with AW00693 and T5985871 followed by western blotting revealed substantial downregulation of SRRM4, and treatment with AW00693 (but surprisingly not with T5985871) resulted in a significant up-regulation of RBM38 protein levels (Fig. 6B). 

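Srrm4 fell from 10.42 RPKM in DMSO to 3.34 with T5985871, a log2 ratio of -1.51, and Srrm3 from 18.49 to 6.56 RPKM, a log2 ratio of -1.43. Relative to the median of all genes the ratios were -1.32 and -1.24. The authors' deposited table gives a log2 fold change of -1.54 for Srrm4 (false discovery rate 1.7e-20 from the edgeR exact test) and -1.89 for Srrm3 (7.1e-22) with T5985871. With AW00693 the log2 ratios were -0.76 for Srrm4 and -1.27 for Srrm3, and -0.74 and -1.24 relative to the median of all genes, so that Srrm4 fell less than with T5985871 and Srrm3 as far. Each compound had 1 library, so these differences have no replicate check of their own.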

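With T5985871 the log2 RPKM ratio was -1.19 for Rbfox1 (5.07 RPKM in DMSO), -1.09 for Elavl1 (115.61 RPKM) and -1.92 for Elavl4 (131.0 RPKM), and -1.0, -0.9 and -1.73 relative to the median of all genes. After centring, Elavl1 lay within 2-fold and Rbfox1 at its limit. The authors' deposited table gives log2 fold changes of -1.56 for Rbfox1, -1.56 for Elavl1 and -2.01 for Elavl4. Rbfox1 also had log2 ratios of -1.08 with RDR00572 and -1.18 with Vorinostat, which increased microexon inclusion, and of -0.92 and -0.82 relative to the median of all genes, within 2-fold.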

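Rbm38 rose from 40.62 RPKM in DMSO to 159.63 with AW00693 and 271.03 with T5985871, log2 ratios of 1.96 and 2.72, and 1.99 and 2.91 relative to the median of all genes. The authors' deposited table gives log2 fold changes of 2.04 for AW00693 (false discovery rate 2e-55) and 2.88 for T5985871 (1.9e-115). Among the other inhibitors the log2 ratio of Rbm38 was 1.87 for T5635931, 0.95 for T5758020, 0.66 for 5-azacytidine, 0.52 for T5963258, 0.18 for JFD00822, 0.04 for SPB00858 and -0.16 for MK-1775. The ratio was 0.01 for the inhibitor that the paper lists by a number only.

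**Figure D3:**
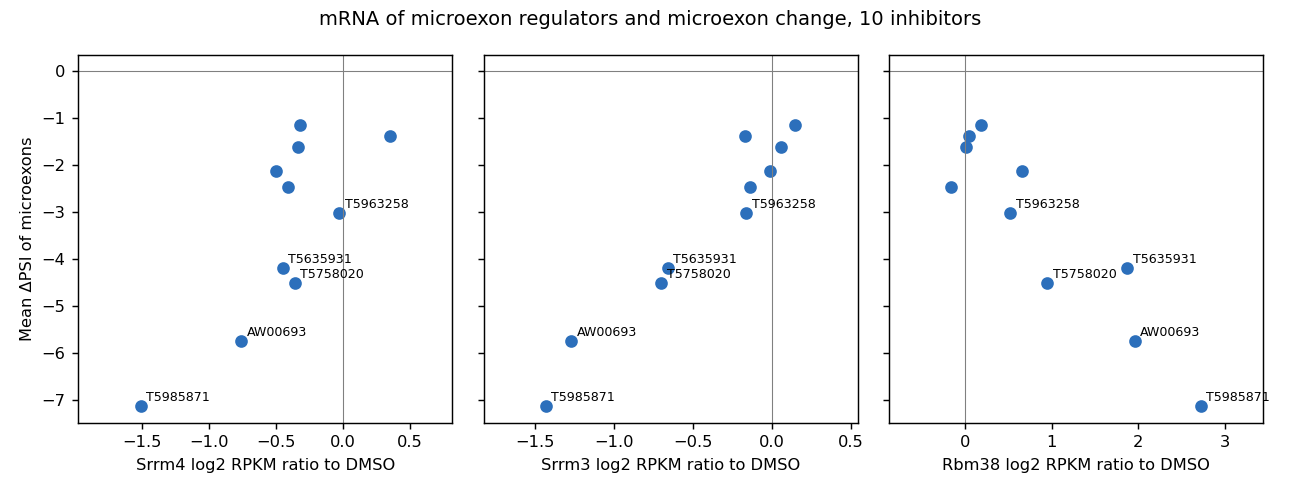
Mean ∆PSI of the 448 microexons that pass the filters in every library against the log2 RPKM ratio to DMSO of Srrm4, Srrm3 and Rbm38, one point for each of the 10 inhibitors (1 library each), with the 5 correlated inhibitors named. T5985871, at a mean ∆PSI of -7.12, has by this ratio the lowest Srrm4 and Srrm3 and the highest Rbm38.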

Consistent with these results, we detect a significant overlap between microexons with decreased inclusion upon treatment with AW00693 or T5985871, and microexons that show increased inclusion upon Rbm38 knockdown (Fig. 6C). Taken together, these results suggest that the inhibitor compounds AW00693 and T5985871 may repress splicing of neuronal microexons through a combination of upstream effects that are manifest through the repression of SRRM4 and SRRM3 expression, and promotion of RBM38 expression.

**Fig. 6:**
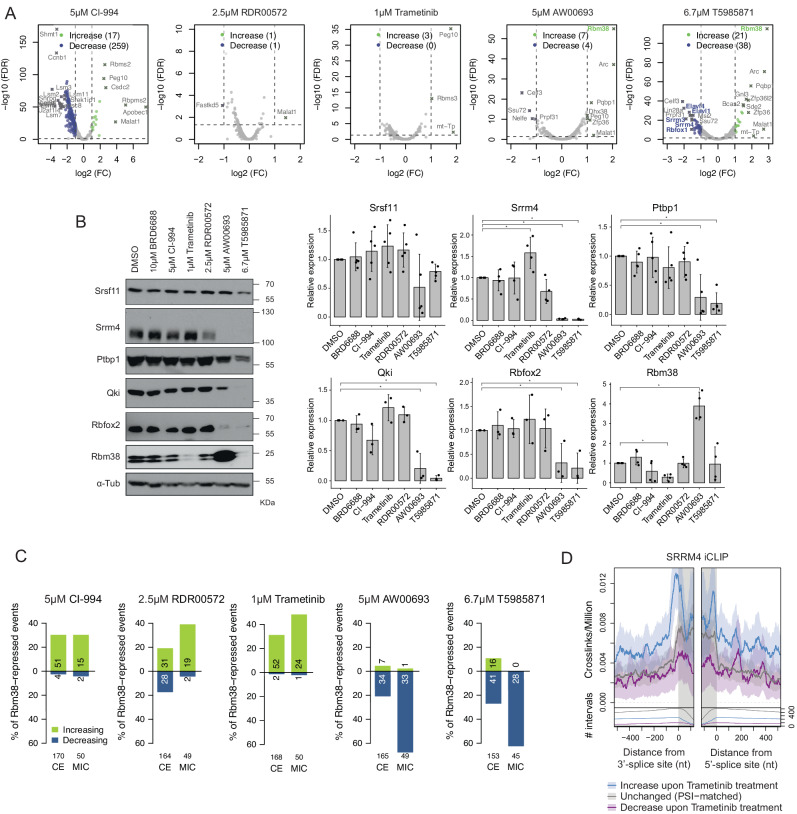
Srrm4-dependence for small molecule modulation of microexon splicing. **A** RNA-Seq analysis of mRNA expression level changes corresponding to mRNA-binding proteins, following treatments with compounds CI-994, RDR00572, Trametinib, AW00693 or T5985871, using data shown in Fig. 4. Levels are shown relative to 0.4% DMSO control treatments. Genes changing more than 2-fold and with FDR < 0.05 are highlighted, with thresholds indicated with dashed lines. **B** Western blot analysis of changes in levels of splicing regulators in N2A cells following treatment with compounds BRD6688, CI-994, RDR00572, Trametinib, AW00693, or T5985871, in comparison with levels detected in 0.4% DMSO control treatment. *p < 0.05, one-sided paired samples student’s *t* test (with three or more independent biological replicates). Data are represented as mean +/− SD. *p* values: *p* = 0.025 (SRRM4, Trametinib); 3.1 * 10^−7^ (SRRM4, AW00693); 2.7 * 10^−7^ (SRRM4, T5985871); 0.0077 (PTBP1, AW00693); 0.00028 (PTBP1, T5985871); 0.015 (QKI, AW00693); 0.00034 (QKI, T5985871); 0.050 (RBFOX2, AW00693); 0.024 (RBFOX2, T5985871); 0.0015 (RBM38, Trametinib); 0.0019 (RBM38, AW00693). **C** Percentage of cassette exons (CE) and microexons (MIC) repressed by Rbm38 that change in level (≥10 ∆PSI) following treatment with CI-994, RDR00572, Trametinib, AW00693 or T5985871. Absolute numbers of exons with increased and decreased levels are indicated. **D** Meta-exon plot of individual-nucleotide resolution UV crosslinking and immunoprecipitation (iCLIP) signal (measured as reads recovered from crosslinked RNA per million reads) of Srrm4 surrounding cassette exons and microexons in cortical neurons, and corresponding to exons that change in splicing level following Trametinib treatment of N2A cells. Lines and shaded areas indicate mean and standard error across the sets of events and three replicate experiments. Lower plots indicate number of aligned sequences at each position.

Interestingly, our western blot analyses further revealed that treatment with the PKI Trametinib led to a significant up-regulation of SRRM4 protein levels and down-regulation of RBM38 protein levels, despite the mRNA transcript levels of these factors not showing significant changes following treatments (Fig. 6A and B). Moreover, an analysis of Srrm3 and Srrm4 iCLIP mapping data^19,36^ revealed that exons with increased inclusion upon Trametinib treatment are associated with significant enrichment of Srrm4 and Srrm3 iCLIP reads mapping directly upstream of affected exons (Fig. 6D), coincident with the location of functional Srrm4 binding sites^19^. 

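In the RNA-seq data Srrm4 went from 10.42 RPKM in DMSO to 13.28 with Trametinib, a log2 ratio of 0.34, and Rbm38 went from 40.62 to 23.33 RPKM, a log2 ratio of -0.79. Relative to the median of all genes these ratios were 0.45 and -0.67. The authors' deposited table gives a log2 fold change of 0.36 for Srrm4 with a false discovery rate of 0.076, and of -0.62 for Rbm38 with a false discovery rate of 0.00058, under the 2-fold limit of the methods. Trametinib had 1 library.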

Taken together, these data suggest that Trametinib leads to an up-regulation of SRRM4, which binds upstream and promotes the splicing of exons affected by treatment with this compound.

To further explore the role of Srrm4 in mediating the effects of the activator compounds, we next asked whether they promote microexon inclusion when Srrm4 is depleted. To assess this, we assayed the impact of the compounds on the splicing of microexons (with varying degrees of dependence on Srrm4) in N2A cells, with and without stable expression of an shRNA that knocks down Srrm4^31^ (Fig. S6A). If a compound acts through a mechanism that is independent of any effect on Srrm4 expression, we would anticipate its effect on splicing not to be affected by Srrm4 depletion. Consistent with the data described above suggesting that Trametinib activates microexon splicing in part by promoting Srrm4 protein expression, shRNA depletion of Srrm4 markedly reduced the positive effect of Trametinib on splicing inclusion of the Lphn2 and Zmynd8 microexons. Conversely, the microexon activation effects of the HDAC inhibitors CI-994 and BRD6688 were only modestly reduced in cells depleted of Srrm4, suggesting that these compounds largely do not act through effects on Srrm4 expression. Similarly, treatment with the drug-like screening molecule RDR00572 led to substantial increases in microexon splicing inclusion, in particular for the Zmynd8 and Sorbs1 microexons, both in mock-depleted and Srrm4-depleted N2A cells, suggesting that this compound likely functions through an Srrm4-independent mechanism. Interestingly, combining RDR00572 treatment with the HDAC inhibitor BRD6688 led to additive increases in splicing levels for all tested microexons (Fig. S6B). Taken together, these data suggest that Trametinib and the HDAC inhibitors BRD6688 and CI-994 promote microexon splicing at least in part by promoting Srrm4 expression, whereas the drug-like molecule RDR00572 appears to act independently of Srrm4.

### Microexon rescue in an ASD mouse model

Finally, to assess the potential in vivo utility of the screen-defined small molecule microexon activators, we investigated their activity in rescuing microexon splicing in the cerebral cortex of a mouse model of ASD that is haploinsufficient for Srrm4 (*Srrm4*^+/Δ7–^^8^)^27^. Previously, we demonstrated that this mouse model displays broad disruption of the Srrm4-dependent neuronal microexon splicing programme and multiple neuroanatomical and behavioural ASD-like features^27^. Given previous reports^37,38^ that administering HDAC inhibitors to murine models of neurodevelopmental disorders can, in some cases, reverse ASD-like phenotypes, we tested the HDAC inhibitor SAHA/Vorinostat in our mouse model. For comparison, we also tested the microexon activator RDR00572. To assess efficacy, we performed single daily subcutaneous injections of these compounds between postnatal day 2 (P2) and postnatal day 8 (P8) (Fig. 7A). At P8, total RNA was isolated from the cerebral cortex and four Srrm4-dependent microexons, selected on the basis of displaying Srrm4 dependency in vivo^27^ and responding to treatment with SAHA/Vorinostat or RDR00572 in N2A cells, were analyzed by RT-PCR assays (Fig. 7B). We did not observe rescue of microexon splicing in *Srrm4*^+/Δ7^^–^^8^ mice following treatment with SAHA/Vorinostat (see 'Discussion'). However, treatment with RDR00572 resulted in rescue of splicing to levels that are comparable to those detected in the cerebral cortex of wild-type mice for all four analyzed Srrm4-dependent microexons (Fig. 7B). In contrast, the splicing levels of several microexons that did not display Srrm4-dependence in vivo were not affected by either compound treatment (data not shown).

**Fig. 7:**
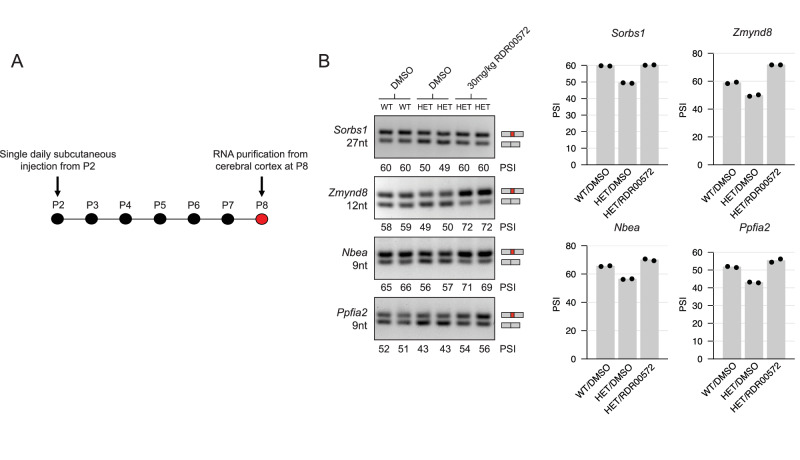
Rescue of splicing of several analyzed brain microexons following treatment of mice haploinsufficient for Srrm4 with the orphan compound RDR00572. **A** Protocol for postnatal treatment in which pups received a single daily subcutaneous injection between postnatal day 2 (P2) to postnatal day 8 (P8). RNA was purified from the cerebral cortex of treated mice at P8. **B** Left, RT-PCR assays monitoring levels of splicing of Srrm4-dependent microexons in mock-treated (DMSO) wild-type (*SRRM4*^+/+^) mice, heterozygous (*SRRM4*^+/Δ7^^–^^8^) mice^27^, and in *SRRM4*^+/Δ7^^–^^8^ mice treated with 30 mg/kg doses of RDR00572 (*n* = 2). Right, quantification of replicate experiments.

## Discussion

In this study, we describe a dual luciferase splicing reporter and its application in a workflow optimized for the facile screening of tens of thousands of small molecules for modulatory effects on alternative exons of interest. The combination of features incorporated in the reporter, including the application of Nano and Firefly expression cassettes and fusion of PEST peptides directing luciferase turnover, as well as features of the screening protocol itself, collectively provide a sensitive, quantitative and high-throughput approach for screening splicing modulators. We demonstrate the utility of our system in a screen directed at the identification of modulators of neuronal microexons. This screen successfully identified small molecules that positively or negatively alter the splicing levels of the screen-assayed Mef2d microexon, as well as of a broader programme of neural microexons that is disrupted in ASD and activated in neuroendocrine cancers.

The small molecule screen identified several compounds with known and unknown targets that, relative to other classes of alternative splicing events, preferentially promote or repress microexons. These include HDAC inhibitors, PKIs, and drug-like benzenesulphonamide-related compounds. Notably, several Class I and II-selective HDAC inhibitors promote splicing of a substantial fraction (25–30%) of detected neural microexons. This observation is intriguing in light of the growing number of studies employing HDAC inhibitor administration to enhance performance in memory and learning tests and in the (partial) reversal of phenotypes associated with different neurological disorders and diseases including autism, epilepsy, deafness and SMA^37–43^. These wide-ranging effects of HDAC inhibitors are consistent with their dose-dependent, broad impact on gene expression changes that encompass activation of disease and disorder-related genes and pathways that may be reduced due to genetic haploinsufficiency, or else distinct disease-related mechanisms that affect chromatin state^43^. In this regard, a previous study provided evidence that HDAC1/2, in addition to regulating the expression of ASD-related genes in the embryonic mouse brain, also forms interactions with multiple ASD-related proteins in human neuronal cells that display preferential expression during foetal brain development, thereby potentially impacting ASD-related processes at multiple levels^44^.

Recently, it was reported that low concentrations of HDAC inhibitor treatment can alleviate an RNA polymerase II block caused by the ASO Nusinersen used to treat SMA patients^43^. The ASO was found to promote deposition of the histone silencing mark H3K9me2 on the SMN2 gene, creating a roadblock to RNA polymerase II elongation that acts negatively on the splicing of SMN2 exon 7, reducing its functional activity (refer to Introduction). HDAC inhibition counteracted this effect of the ASO to result in increased exon 7 inclusion without significant effects on overall SMN2 transcript levels. In analogous manner, we observed an additive effect when combining the HDAC inhibitor BRD6688 with the drug-like orphan compound RDR00572 in promoting the splicing of microexons. However, at the concentrations of HDAC inhibitors and other small molecules used in the present study to modulate microexons, and based on our downstream mechanistic analyses, it is likely that many of the observed splicing changes are predominantly due to indirect yet selective effects on the expression of specific microexon regulators, such as Srrm4 and Rbm38. Lastly, while we were unable to rescue microexon splicing in vivo with the HDAC inhibitor SAHA/Vorinostat, possibly due to the limited capacity of this compound to cross the blood-brain barrier, administering mice with the drug-like screening molecule RDR00572 efficiently rescued the splicing of tested Srrm4-dependent microexons in the cerebral cortex of Srrm4-haploinsufficient mice. Future studies will be directed at establishing the extent to which this compound, as well as its derivatives, can rescue microexon deficiency in vivo.

In conclusion, our study collectively provides a powerful screening approach for modulators of splicing as well as a resource of small molecules that serves as a basis for future investigations of the regulatory pathways that impact microexon splicing, and the development of potential in vivo applications. We envision the application of our high-throughput screening platform extending to additional approaches for modulating splicing in future studies, including testing ASOs and CRISPR-based methods. Indeed, in parallel work, the Mef2d microexon splicing reporter described in the present study was used in a screen of deactivated (d)CasRx-splicing factors that led to the discovery of an efficient and specific guide RNA-directed activator of target alternative exons^45^. Further studies will be necessary to further determine the precise mechanism of action and potential of the small molecule microexon modulators identified in the present study in clinical applications.

## Methods

The research in this study was conducted in compliance with the Animals for Research Act of Ontario and the Guidelines of the Canadian Council on Animal Care. The Centre for Phenogenomics (TCP) Animal Care Committee reviewed and approved all procedures conducted on animals at TCP.

### Cell culture

All cell lines used in this study were sourced from ATCC. Mouse neural 2A (N2A) cells were grown in DMEM supplemented with 10% FBS, sodium pyruvate, MEM non-essential amino acids, and penicillin/streptomycin. CGR8 mouse embryonic stem cells (ESCs) were cultured as described previously on gelatin-coated plates (Gabut et al., 2011; Han et al., 2013). Human neuroblast IMR-32 cells and VCaP cells were grown in DMEM supplemented with 10% FBS. NCI-H82 and 22Rv1 cells were grown in RPMI-1640 medium supplemented with 10% FBS. NCI-H660 cells were grown in RPMI-140 medium supplemented with 0.005 mg/mL Insulin, 0.01 mg/mL Transferrin, 30 nM sodium selenite (final concentration), 10 nM Hydrocortisone (final concentration), 10 nM beta-estradiol (final conc.), 4mM L-glutamine (final conc.), and 5% FBS. All cell lines were maintained at 37 °C with 5% CO_2_.

### Dual Nano and Firefly luciferase reporter generation

#### Engineering dual-luciferase microexon splicing reporters

We generated a Nano luciferase/Firefly luciferase cassette, and a Nano luciferase-PEST/Firefly luciferase-PEST cassette, using overlapping gBlocks gene fragments synthesized by IDT. The Nano luciferase ORF was engineered to remove termination codons from alternative reading frames so that when the Nano luciferase ORF was out of frame, translation of the downstream Firefly luciferase ORF would still occur. The sequences of the gBlocks gene fragments are provided below:

##### Nano luciferase/Firefly luciferase fragment 1

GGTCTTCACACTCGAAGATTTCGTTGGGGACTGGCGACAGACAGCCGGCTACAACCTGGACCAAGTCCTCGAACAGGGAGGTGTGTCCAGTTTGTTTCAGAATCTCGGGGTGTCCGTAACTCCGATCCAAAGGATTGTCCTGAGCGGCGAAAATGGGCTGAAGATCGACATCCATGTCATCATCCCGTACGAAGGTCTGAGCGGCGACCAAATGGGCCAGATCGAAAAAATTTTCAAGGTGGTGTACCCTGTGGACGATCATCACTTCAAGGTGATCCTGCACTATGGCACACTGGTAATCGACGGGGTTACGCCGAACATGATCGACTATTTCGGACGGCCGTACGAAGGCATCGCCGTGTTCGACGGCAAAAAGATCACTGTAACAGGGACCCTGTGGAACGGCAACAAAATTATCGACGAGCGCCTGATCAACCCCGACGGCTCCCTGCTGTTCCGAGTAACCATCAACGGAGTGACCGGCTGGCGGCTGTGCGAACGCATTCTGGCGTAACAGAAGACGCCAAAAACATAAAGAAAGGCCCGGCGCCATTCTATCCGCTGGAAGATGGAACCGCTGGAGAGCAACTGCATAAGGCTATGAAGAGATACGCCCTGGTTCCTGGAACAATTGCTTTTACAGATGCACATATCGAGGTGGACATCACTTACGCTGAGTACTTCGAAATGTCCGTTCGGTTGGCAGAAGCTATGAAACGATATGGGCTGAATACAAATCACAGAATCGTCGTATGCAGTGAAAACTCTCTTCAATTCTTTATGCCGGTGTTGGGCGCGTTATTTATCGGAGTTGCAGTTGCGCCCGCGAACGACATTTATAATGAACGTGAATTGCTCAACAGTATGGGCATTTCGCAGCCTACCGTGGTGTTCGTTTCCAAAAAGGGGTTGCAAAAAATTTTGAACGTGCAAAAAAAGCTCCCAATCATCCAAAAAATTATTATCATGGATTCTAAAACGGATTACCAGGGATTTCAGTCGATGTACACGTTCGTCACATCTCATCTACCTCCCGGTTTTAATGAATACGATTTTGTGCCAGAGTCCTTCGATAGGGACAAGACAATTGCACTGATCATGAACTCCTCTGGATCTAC

##### Nano luciferase/Firefly luciferase fragment 2

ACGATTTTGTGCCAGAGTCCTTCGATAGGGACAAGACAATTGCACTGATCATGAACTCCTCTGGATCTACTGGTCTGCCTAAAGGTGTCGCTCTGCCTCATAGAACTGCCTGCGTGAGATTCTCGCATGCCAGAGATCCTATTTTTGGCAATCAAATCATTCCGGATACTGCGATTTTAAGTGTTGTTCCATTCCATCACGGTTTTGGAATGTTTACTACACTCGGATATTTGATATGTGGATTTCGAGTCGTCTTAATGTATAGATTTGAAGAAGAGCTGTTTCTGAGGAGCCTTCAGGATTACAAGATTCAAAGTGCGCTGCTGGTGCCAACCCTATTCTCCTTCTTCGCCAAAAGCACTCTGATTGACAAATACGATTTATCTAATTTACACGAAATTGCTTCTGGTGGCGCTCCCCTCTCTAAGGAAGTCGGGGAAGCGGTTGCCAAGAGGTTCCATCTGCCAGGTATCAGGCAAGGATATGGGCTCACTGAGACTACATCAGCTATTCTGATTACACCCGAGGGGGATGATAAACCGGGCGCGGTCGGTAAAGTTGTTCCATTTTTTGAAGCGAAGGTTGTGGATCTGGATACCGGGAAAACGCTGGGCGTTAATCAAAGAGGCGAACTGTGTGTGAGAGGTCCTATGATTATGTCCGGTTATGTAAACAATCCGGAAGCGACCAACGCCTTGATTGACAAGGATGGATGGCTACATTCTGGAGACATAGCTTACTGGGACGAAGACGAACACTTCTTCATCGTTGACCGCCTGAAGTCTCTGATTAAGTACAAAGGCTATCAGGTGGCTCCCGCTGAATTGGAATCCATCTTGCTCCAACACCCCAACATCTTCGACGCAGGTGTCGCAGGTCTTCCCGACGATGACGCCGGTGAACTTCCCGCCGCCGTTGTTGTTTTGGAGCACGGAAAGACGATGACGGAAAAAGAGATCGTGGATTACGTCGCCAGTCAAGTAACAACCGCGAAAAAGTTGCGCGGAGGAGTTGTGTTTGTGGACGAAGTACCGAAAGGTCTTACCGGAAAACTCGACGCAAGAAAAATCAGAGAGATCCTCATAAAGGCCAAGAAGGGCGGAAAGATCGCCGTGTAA

##### Nano luciferase-PEST/Firefly luciferase-PEST fragment 1

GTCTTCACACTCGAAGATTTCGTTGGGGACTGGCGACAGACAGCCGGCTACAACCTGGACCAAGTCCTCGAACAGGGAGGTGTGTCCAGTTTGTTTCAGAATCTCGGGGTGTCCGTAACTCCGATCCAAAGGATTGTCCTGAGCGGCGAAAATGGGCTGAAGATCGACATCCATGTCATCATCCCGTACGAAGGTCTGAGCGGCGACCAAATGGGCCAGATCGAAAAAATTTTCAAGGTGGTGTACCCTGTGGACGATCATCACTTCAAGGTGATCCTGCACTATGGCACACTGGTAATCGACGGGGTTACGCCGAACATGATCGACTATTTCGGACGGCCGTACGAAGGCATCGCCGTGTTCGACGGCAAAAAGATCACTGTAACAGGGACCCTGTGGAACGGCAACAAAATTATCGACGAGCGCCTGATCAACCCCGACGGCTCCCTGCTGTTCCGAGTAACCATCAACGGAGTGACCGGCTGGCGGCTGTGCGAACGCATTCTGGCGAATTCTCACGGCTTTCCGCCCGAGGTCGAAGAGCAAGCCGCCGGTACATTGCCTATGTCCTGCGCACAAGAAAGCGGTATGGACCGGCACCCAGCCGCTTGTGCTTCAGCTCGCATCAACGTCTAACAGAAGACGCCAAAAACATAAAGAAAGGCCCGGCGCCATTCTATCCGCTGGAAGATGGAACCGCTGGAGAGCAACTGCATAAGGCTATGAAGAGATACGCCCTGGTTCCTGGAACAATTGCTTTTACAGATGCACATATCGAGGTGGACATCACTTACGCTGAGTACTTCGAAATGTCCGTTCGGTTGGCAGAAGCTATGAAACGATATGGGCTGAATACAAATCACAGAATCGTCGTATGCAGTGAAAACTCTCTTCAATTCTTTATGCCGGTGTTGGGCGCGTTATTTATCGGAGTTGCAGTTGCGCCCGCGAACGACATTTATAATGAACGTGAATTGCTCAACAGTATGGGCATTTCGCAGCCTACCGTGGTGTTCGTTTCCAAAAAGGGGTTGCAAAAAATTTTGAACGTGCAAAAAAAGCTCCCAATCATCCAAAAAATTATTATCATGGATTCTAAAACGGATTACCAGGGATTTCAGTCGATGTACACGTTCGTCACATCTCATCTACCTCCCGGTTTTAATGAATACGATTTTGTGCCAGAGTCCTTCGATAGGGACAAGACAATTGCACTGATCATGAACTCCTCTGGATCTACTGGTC

##### Nano luciferase-PEST/Firefly luciferase-PEST fragment 2

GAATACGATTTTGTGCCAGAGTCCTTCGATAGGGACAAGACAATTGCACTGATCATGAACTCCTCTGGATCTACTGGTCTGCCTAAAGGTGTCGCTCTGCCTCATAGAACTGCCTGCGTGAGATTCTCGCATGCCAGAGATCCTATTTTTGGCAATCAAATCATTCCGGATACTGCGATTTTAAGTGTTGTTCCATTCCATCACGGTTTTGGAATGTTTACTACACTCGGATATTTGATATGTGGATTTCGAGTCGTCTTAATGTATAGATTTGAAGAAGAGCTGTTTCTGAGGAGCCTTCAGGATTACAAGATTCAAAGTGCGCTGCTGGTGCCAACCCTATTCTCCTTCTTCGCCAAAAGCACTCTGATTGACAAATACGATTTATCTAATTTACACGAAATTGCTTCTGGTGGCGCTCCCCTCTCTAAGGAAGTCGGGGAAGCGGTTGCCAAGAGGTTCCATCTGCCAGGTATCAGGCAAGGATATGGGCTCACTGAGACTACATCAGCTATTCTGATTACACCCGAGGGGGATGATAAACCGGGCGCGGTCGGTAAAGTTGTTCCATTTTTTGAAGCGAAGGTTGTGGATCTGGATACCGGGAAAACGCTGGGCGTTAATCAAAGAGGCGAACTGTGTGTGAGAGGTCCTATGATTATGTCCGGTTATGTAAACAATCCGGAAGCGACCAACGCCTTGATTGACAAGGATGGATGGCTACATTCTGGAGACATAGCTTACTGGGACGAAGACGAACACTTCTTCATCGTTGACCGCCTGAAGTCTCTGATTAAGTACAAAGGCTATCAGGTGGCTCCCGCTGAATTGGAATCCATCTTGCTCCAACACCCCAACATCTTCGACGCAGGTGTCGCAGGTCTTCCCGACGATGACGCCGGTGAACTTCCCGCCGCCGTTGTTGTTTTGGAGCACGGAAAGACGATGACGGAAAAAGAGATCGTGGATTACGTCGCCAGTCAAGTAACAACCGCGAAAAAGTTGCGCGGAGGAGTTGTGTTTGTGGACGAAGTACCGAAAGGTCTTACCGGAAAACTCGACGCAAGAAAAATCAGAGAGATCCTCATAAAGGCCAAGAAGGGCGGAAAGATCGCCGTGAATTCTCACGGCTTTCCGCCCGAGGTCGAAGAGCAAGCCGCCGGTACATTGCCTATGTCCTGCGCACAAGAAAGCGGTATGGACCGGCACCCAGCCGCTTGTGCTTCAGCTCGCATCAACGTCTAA

We next utilized sequences described previously (Gonatopoulos-Pournatzis et al., 2018) in which conserved microexons from the murine Shank2 (ENSE00002478436/ENSMUSE00001006087) and Mef2d (ENSE00001054660/ENSMUSE00000673645) genes were mutated via the insertion or deletion of a single nucleotide, such that microexon inclusion would result in a change to the downstream reading frame of the dual-luciferase or dual-luciferase-PEST cassettes. The sequences contain a mutated microexon, its flanking introns, the upstream constitutive exons and 20–50 nt of the downstream constitutive exon, and were PCR-amplified using a forward primer that included attB1 sites required for cloning products into the pDONR221 entry vector using Gateway recombination. Next, a single Nano luciferase/Firefly luciferase or Nano luciferase-PEST/Firefly luciferase-PEST cassette was created by performing an overlap extension PCR, using the overlapping gBlocks gene fragments, and a reverse primer that included attB2 sites required for cloning products into the pDONR221 entry vector using Gateway recombination. The two PCR products were joined into a single fragment using Gibson Assembly (NEB) via the overlapping ends and the combined fragment was then further amplified using the forward primer of the minigene fragment and the reverse primer of the dual-luciferase cassette. The final PCR products containing both attB1 and attB2 sites were then cloned into the pDONR™221 (entry vector) using Gateway recombination cloning technology. Edited sequences were subcloned into a customized pcDNA5-based Gateway compatible vector (Life Technologies™) that contained 8x TET response elements (TRE) followed by a miniCMV promoter, Kozak sequence, 3xFlag-tag sequence and attR sites. The pcDNA5 vectors containing the dual-luciferase microexon reporters were subsequently used for the generation of N2A Flp-In cell lines.

#### Generation of stable N2A Flp-In rtTA3 cell lines

Doxycycline inducible N2A Flp-In rtTA3 stable cell lines were generated as previously described (Gonatopoulos-Pournatzis et al., 2018). Briefly, N2A Flp-In rtTA3 stable cell lines capable of inducible cDNA expression were created through co-transfection of 200 ng of a rtTA3 compatible pcDNA5/FRT plasmid (modified from Thermo Fisher Scientific, V6010-20), with 2 μg of pOG44 Flp-recombinase expression vector (Thermo Fisher Scientific, V600520). Cell lines with successful cDNA integration were selected and maintained using 200 mg/mL Hygromycin.

### High-throughput small molecule screening

#### Primary screen

Screening was performed at the Lunenfeld-Tanebaum Research Institute (LTRI) Network Biology Collaborative Centre. The primary screen was performed using reciprocal versions of the Mef2d dual-luciferasePEST splicing reporters. A diverse collection of ~95,000 small molecules, consisting of ~90,000 synthetic drug-like screening compounds and ~5000 bioactive drugs were assembled for high-throughput screening. The libraries included ~12,000 drug-like small molecules from the Chembridge Diversity Set, ~52,000 drug-like small molecules from the Maybridge HitDiscover collection, ~24,000 small molecules from a ‘PAIN-free’ collection curated from Enamine, ChemDiv and ChemBridge by the Ontario Institute for Cancer Research (OICR), as well as approximately ~6000 bioactive molecules assembled from several smaller libraries, including TOCRIS, LOPAC, Prestwick and a PKI library.

Doxycycline (Dox) inducible N2A Flp-In rtTA3 stable cell lines were seeded at 2000 cells per well in 50 μL medium in 384-well plates (Biomek FX Laboratory Automation Workstation, Beckman Coulter). 200 nL of compounds and DMSO controls were added using a dedicated pin tool (Multimek, Beckman) to achieve final concentrations of 4 μM (except for the PKI library, which was screened at a final concentration of 0.5 μM), for in total 24 h treatment. Six hours post compound treatments, 10 μL of 6 μg/mL Dox was added (1 μg/mL final concentration) to induce the expression of dual-luciferasePEST splicing reporters. Luminescence was detected using the Nano-Glo Dual-Luciferase Reporter Assay System (Promega, N1610) and quantified using a plate reader (Envision, Perkin Elmer).

### Small molecule screening analysis

#### Calculation of B-scores

Following luminescence measurements, B-scores^41^ were calculated independently for each 384-well plate as follows. The ratios between absolute luminescence of the wells in a plate were calculated as Firefly V1/Nano V1 for reporter V1, and Nano V2/Firefly F2 for V2. Luminescence ratios were transformed by iteratively removing column, plate, and row medians until further changes converged below a minimum residual value using a slightly modified R function medpolish from the ‘stats‘ R package, adapted for masking out controls. The ratio of the residual value per well to the median of all absolute plate residuals was used as B-score and was used for downstream analysis and hit selection (see below and Supplementary Data 1).

#### Hit selection criterion

Putative hits were selected by plotting the B-scores of ratios for Firefly and Nano luminescence for each reciprocal reporter (Fig. 2A). Hyperbolae were fitted to optimally separate positive from negative controls while excluding the majority of false positives representing unidirectional changes in luminescence. Custom hyperbolae were generated according to the following formula:

(*x* − *y*/−7) * (−*y* + *x*/−7)/−2 = 4 where *x* and *y* are B-score of (Firefly V1/Nano V1) and B-score of (Nano V2/Firefly V2), respectively. Using these hit selection criteria, we identified 738 (0.8%) small molecules as putative activators, and 644 (0.7%) small molecules as putative inhibitors.

The assay, library, screen and post-screen analysis are summarized in Supplementary Table 1.

#### Secondary serial dilution screen

As a secondary round of validation, we selected 567 putative hits (Supplementary Data 2) for cherry-picking and performed serial dilutions to assay their effect on splicing reporter luminescence across 10 concentrations (40 nM–20 μM final concentration range), using the Mef2d dual-luciferase-PEST splicing reporter V1. The screening including cell seeding, small molecule treatments, and luminescence reading was performed same as the primary screen. The minimal and maximal effective concentration range for each of the small molecules from the secondary screen was then defined based on reporter activity from the 2-fold serial dilutions.

### RNA extraction, RT-PCR, and RT-(q)PCR assays

Total RNA was extracted using the QIAGEN RNeasy Mini Kit. RT-PCR assays were performed using the QIAGEN OneStep RT-PCR kit. 20 ng of total RNA was used per 10 μl of reaction. The number of amplification cycles was 22 for Gapdh, and 27–32 for all other transcripts analyzed. Reaction products were separated on 1.5–4% agarose gels. Quantification of isoform abundance was performed as previously described (Han et al., 2013). For RT-(q)PCR, first-strand cDNAs were synthesized from 1–2 μg of total RNA using the Thermo Scientific Maxima H Minus First Strand cDNA Synthesis Kit, as per the manufacturer’s instructions, and diluted to 20 ng/μl. qPCR reactions were performed in a volume of 10 μl using 1 μl of diluted cDNA and the Roche Applied Science FastStart Universal SYBR Green Master Kit. Primer sequences used for RT-PCR and RT-(q)PCR reactions are available upon request.

### Cell viability, cell proliferation assays and flow cytometry analysis

N2A cells were seeded into wells of 6-well plates 24 h prior to 24 h treatment of small molecule compound. For cell viability assay, cells were harvested by trypsinization, pelleted by centrifugation at 300 × *g* for 5 min, washed once with DPBS (Gibco), then resuspended in flow cytometry buffer (HBSS/0.1%BSA). Propidium iodide was added to cells 5 min before flow cytometry acquisition, at a concentration of 1 ug/mL.

For cell proliferation assay, cells were treated with 10 µM EdU (5-ethynyl-2′-deoxyuridine) for 60 min prior to being harvested as described above. For each condition, 1 * 10^6^ cells were fixed with 4% PFA for 15 min at room temperature. After a single PBS wash, cells were permeabilized with PBS/0.5% Triton X-100 for 10 min at room temperature, washed once again with PBS, then stained with freshly prepared EdU staining buffer (Click-iT™ EdU Cell Proliferation Kit Alexa fluor 555, Thermo Fisher) for 30 min in dark at room temperature. After stopping the reaction, cells were washed three times with PBS/0.1% Triton X-100, then immediately subjected to flow cytometry acquisition.

For flow cytometry, cells were filtered through a 40 μM mesh filter before flow cytometry. All samples were analyzed using BD LSR Fortessa (BD Biosciences) flow cytometer. Acquired data were analyzed with FlowJo Software (FlowJo, LLC). Single cells were selected using forward scatter and side scatter as standard. Negative gating for staining was determined using PI unstained cells (for cell viability assay) or cells treated with replication inhibitor Aphidicolin (for proliferation analysis, data not shown).

### Immunoblotting and quantification

Cells were lysed in Tris lysis buffer (10 mM Tris-HCl pH7.9, 150 mM NaCl, 1% NP-40, 10% glycerol) and sonicated. Lysate was cleared by centrifugation at 4 °C, 17000 × *g* for 20 min, supernatants were collected, mixed with Laemmli buffer, and heated 5 min at 95 °C. Samples were separated on variable percentages SDS-PAGE gels and transferred to PVDF membranes. Blots were incubated overnight with the following primary antibodies at the specified dilutions in 5% milk: Mouse anti-a-Tubulin (Sigma-Aldrich T6074) at 1:5000; mouse anti-PTBP1 (Invitrogen 32-4800) at 1:1000; mouse anti-QKI (EMD Millipore MABN624) at 1:500; rabbit anti-Rbfox2 (Bethyl A300-864A-T) at 1:1000; Rabbit anti-Srsf11 (Thermo Fisher PA5-37056) at 1:1000; Rabbit anti-Srrm4 (Calarco et al., 2009) at 1:5000; Rabbit anti-Rbm38 (Abcam ab200403) at 1:1000.

Band intensities were quantified using ImageJ and the relative expression of proteins was calculated as fold enrichment relative to DMSO control, normalize for a-Tubulin protein level within the same replicates. Paired sample Student’s t-test was performed across five biological replicates.

### In vivo rescue experiments

Mice used in this study were C57BL/6. All drug treatments were performed on wild-type and heterozygous mice generated from *nSR100*^+/Δ7^^–^^8^ inter-crosses and fostered by *nSR100*^+/Δ7^^–^^8^ females. Beginning at postnatal day 2, wild-type or heterozygous pups received a daily subcutaneous injection consisting of a mock treatment (75% Physiological Saline, 20% Kolliphor EL and 5% DMSO) or a 30 mg/kg dose of RDR00572 (75% Physiological Saline, 20% Kolliphor EL and 5% DMSO/RDR00572). Each pup received seven injections between P2 and P8. At P8, brains were harvested, and the cerebral cortex was surgically dissected and recovered. Total RNA was extracted by resuspending and dissolving the cerebral cortex in RLT buffer supplemented with 1% β-mercaptoethanol, followed by homogenization using Qiagen QIAshredder columns, and purification using QIAGEN RNeasy Mini Kit, following manufacturer’s instructions.

### RNA-seq analysis

RNA-seq was performed on two biological replicates from N2A cells treated with the HDACis CI-994, BRD6688, BRD4884 and SAHA/Vorinostat. RNA-seq was performed on single biological samples for the remaining compound treatments.

#### AS analysis

For AS analysis, RNA-Seq data were processed using the vast-tools pipeline, version 2.1 https://github.com/vastgroup/vast-tools^23,46,47^. Changes were considered significant if they were greater than 10 ∆PSI/dPIR and the expected minimum change was different from zero at *p* > 0.95 according to vast-tools’ *diff* module. Events were filtered for coverage and junction balance, requiring a vast-tools quality column *score 3* of SOK/OK/LOW for cassette exon (CE), microexon (MIC), and alternative 5′ or 3′ splice site (Alt5/3) events or at least 15 reads for intron retention (IR) events and a balance score (*score 4*) of ‘OK’ or ‘B1’ for alternative exons or >0.05 for intron retention events, in at least half of replicate experiments.

#### Expression analysis

GE changes were analyzed by pseudo-aligning pre-trimmed reads to GENCODE vM21 transcripts using Salmon v0.14.1^48^ and aggregated per gene using the R package tximport^49^ Differential expression was then assessed using the classic mode (exactTest) in edgeR^50^, and genes with an FDR < 0.05 and a greater than 2-fold change were considered differential. For each comparison, only genes expressed at a minimum of five RPKM in one or both conditions were considered.

### Gene ontology analyses

GO enrichment analysis for genes containing alternative splicing changes was performed with FuncAssociate 3.0^51^ using a custom background of all genes that contained measurable AS events (after filtering as detailed above) of the type in question requiring at minimum a 5-fold enrichment and excluding categories of more than 1000 genes. Terms with a mutual gene overlap of greater then 50% were merged such that only the term with the lowest *p*-value was retained.

### Structural similarity analysis

Tanimoto scores from https://pubchem.ncbi.nlm.nih.gov/score_matrix/score_matrix.cgi. were used, selecting the 2D option. PubChem compound identifiers (CID) for each of the compounds were obtained from the manufacturer of the chemical library, conversion tools (e.g. http://www.chembridge.com/conversion_tool/index.php), or from researching the Internet on the names or symbols of the compounds. Plotting was performed in R using the levelplot function from the lattice package.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Reporting Summary

## Data Availability

The data supporting the findings of this study are available from the corresponding authors upon request. Raw and/or normalized luminescence data from the primary and secondary screens are available in Supplementary Data 1. RNA-Seq data generated in the course of this study are available on GEO as series GSE228599. Source data are provided with this paper.

# Supplementary material for: High-throughput sensitive screening of small molecule modulators of microexon alternative splicing using dual Nano and Firefly luciferase reporters
**Source:** Nat Commun. 2024 Jul 27;15:6328. doi: 10.1038/s41467-024-50399-6
**Supplement:** Supplementary file 1 — Supplementary Information

**High-throughput sensitive screening of small molecule modulators of microexon alternative splicing using dual Nano and Firefly luciferase reporters**

**Supplementary Information**

Supplementary Figure 1

A

*Mef2d* WT microexon (21nt): 5'-ACTGAGGACCATTAGATCTG-3'

*Mef2d* V1 microexon (22nt): 5'-ACTGAGGACCATTTAGATCTG-3'

*Mef2d* V2 microexon (20nt): 5'-ACTGAGGACCATTAGATCG-3'

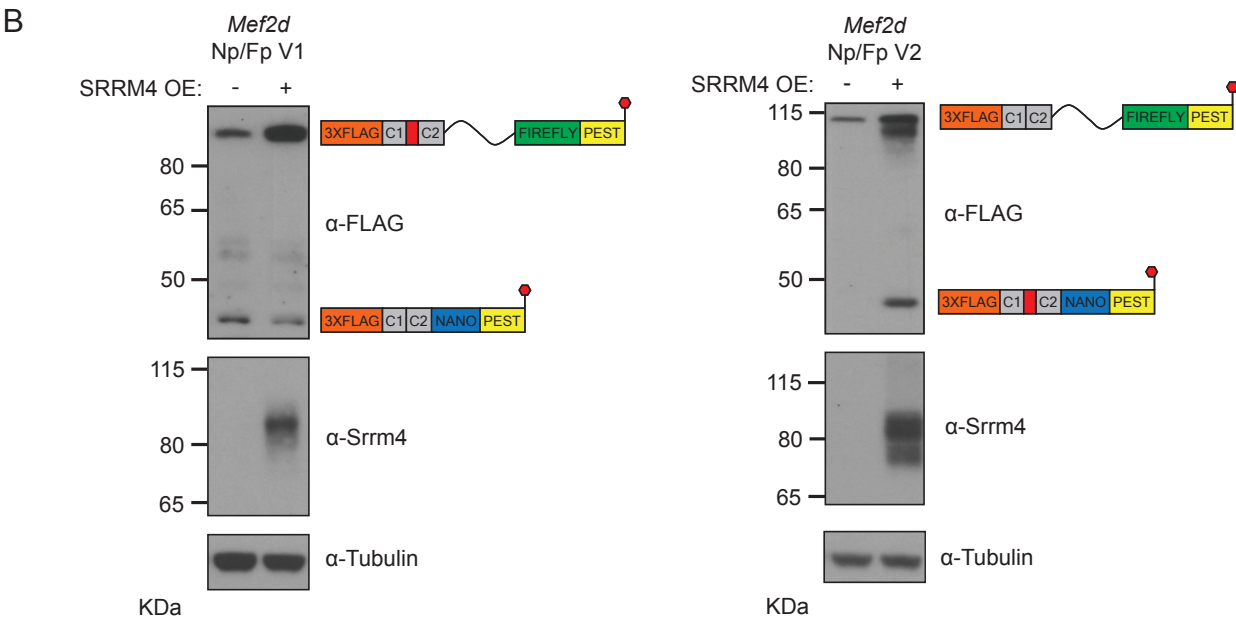

**Supplementary Figure 1. Development of dual luciferase microexon splicing reporters and validation of response to increased expression of SRRM4.**

(A) Sequences of modified Mef2d microexons in V1 and V2 reporters containing mutations that introduce a +1nt or -1nt shift in the downstream open reading frame, respectively.

(B) Western blotting using anti-FLAG antibody to detect changes in relative ratios of protein isoforms expressed from the Mef2d microexon splicing reporters in response to induced Srrm4 expression.

## Supplementary Figure 2

- A**
- Shank2* WT microexon (9nt): 5'-TGGACAAAG-3'
- Shank2* V1 microexon (10nt): 5'-TGGACAAAAG-3'
- Shank2* V2 microexon (8nt): 5'-TGGACAAG-3'

- B** *Shank2* dual-luciferase-PEST microexon splicing reporter (V1)

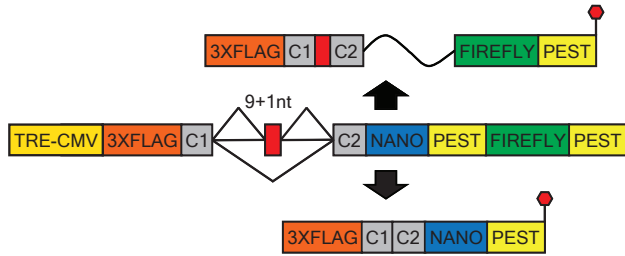

- Shank2* dual-luciferase-PEST microexon splicing reporter (V2)

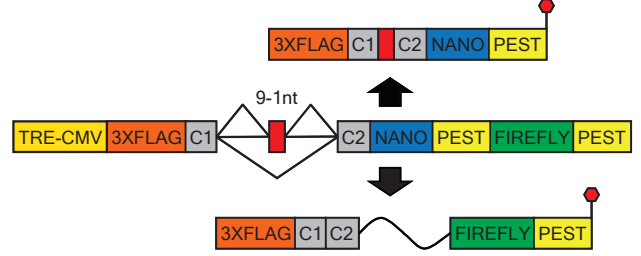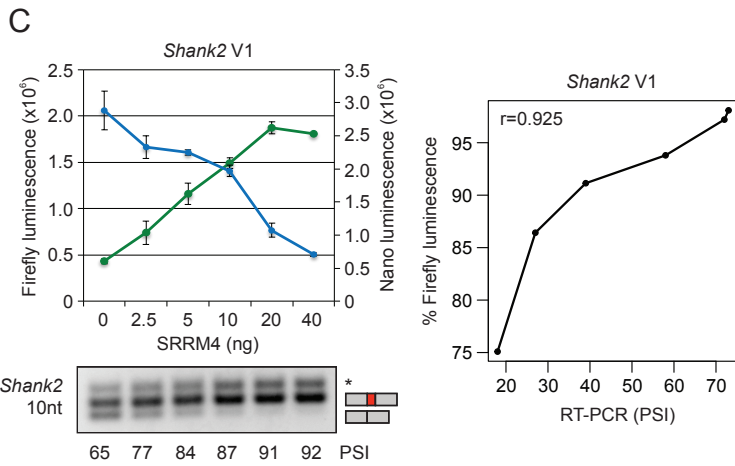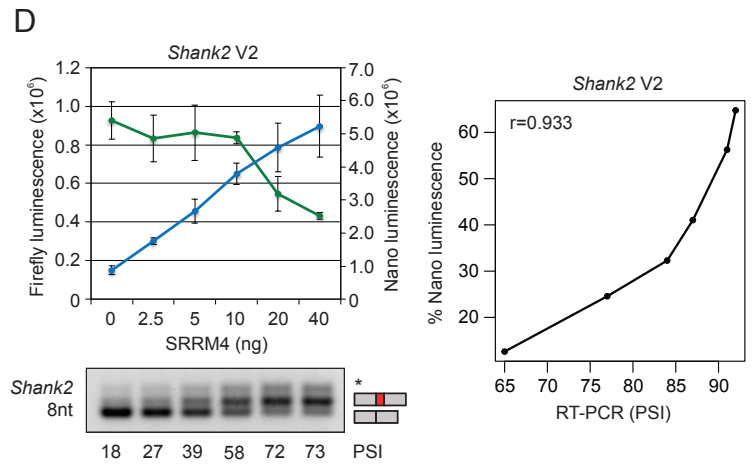

- E**
- Shank2* V1 (9nt+1)
- \* 5'-GCCTCTCACTAGTGGACAAAAG-3'
- 5'-TGGACAAAAG-3'
- Shank2* V2 (9nt-1)
- \* 5'-GCCTCTCACTAGTGGACAAG-3'
- 5'-TGGACAAG-3'

**Supplementary Figure 2. Generation and validation of a Shank2 microexon dual-luciferase-PEST splicing reporters.**

(A) Sequences of modified Shank2 microexons in V1 and V2 reporters containing mutations that introduce a +1nt or -1nt shift in the downstream open reading frame, respectively.

(B) Schematic diagram of reciprocal, dual-luciferase Shank2 microexon splicing reporters. Refer to Figure 1A legend for details.

(C) Quantification of Nano and Firefly luminescence from dual-luciferase Shank2 microexon splicing reporter V1 in response to transfection with increasing amounts of an SRRM4 expression vector (n=3, error bars = 1SD). RT-PCR validation of microexon percentage splicing inclusion (PSI) is shown in response to transfection with increasing amounts of SRRM4 expression vector, and correlation between percent Firefly luminescence and  $\Delta$ PSI is indicated (r=0.925).

(D) Quantification of Nano and Firefly luminescence from dual-luciferase Shank2 microexon splicing reporter V2 characterized as in (B). Correlation between percent Nano luminescence and  $\Delta$ PSI is indicated (r=0.933).

(E) Sequence of an additional spliced product (\*) produced from the Shank2 microexon reporters as a consequence of usage of an in-frame alternative 3'ss.

Supplementary Figure 3

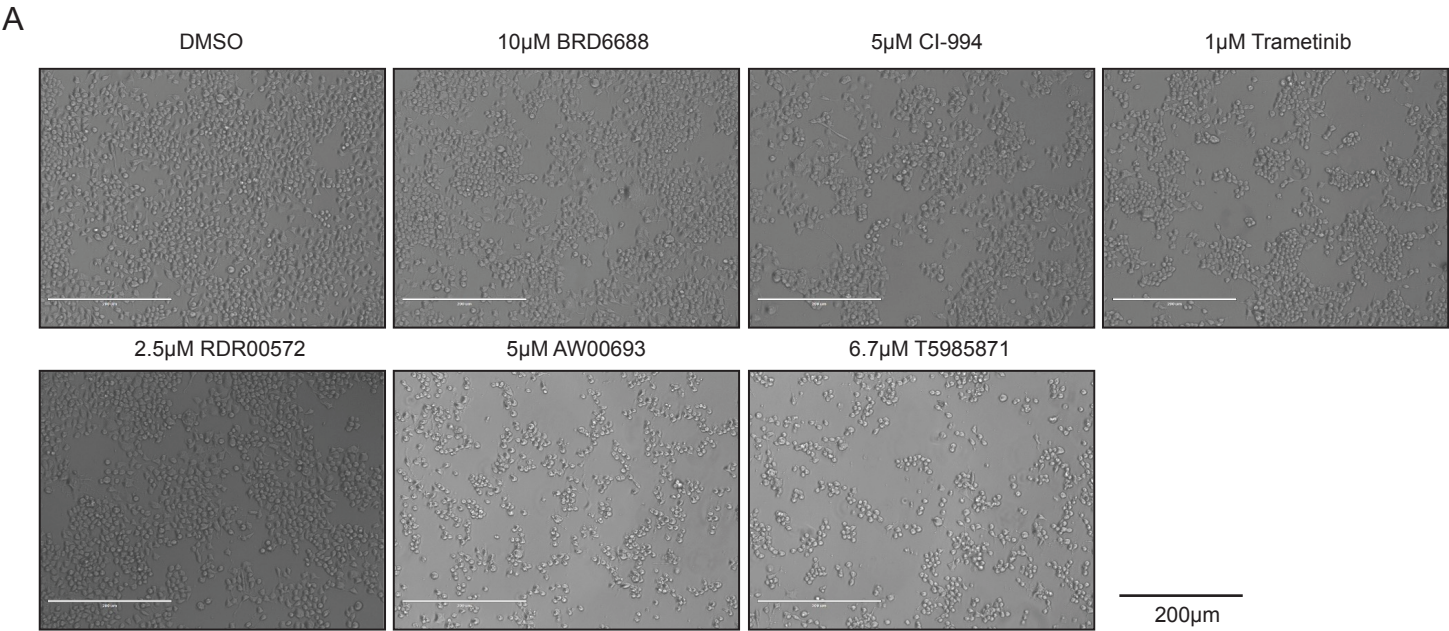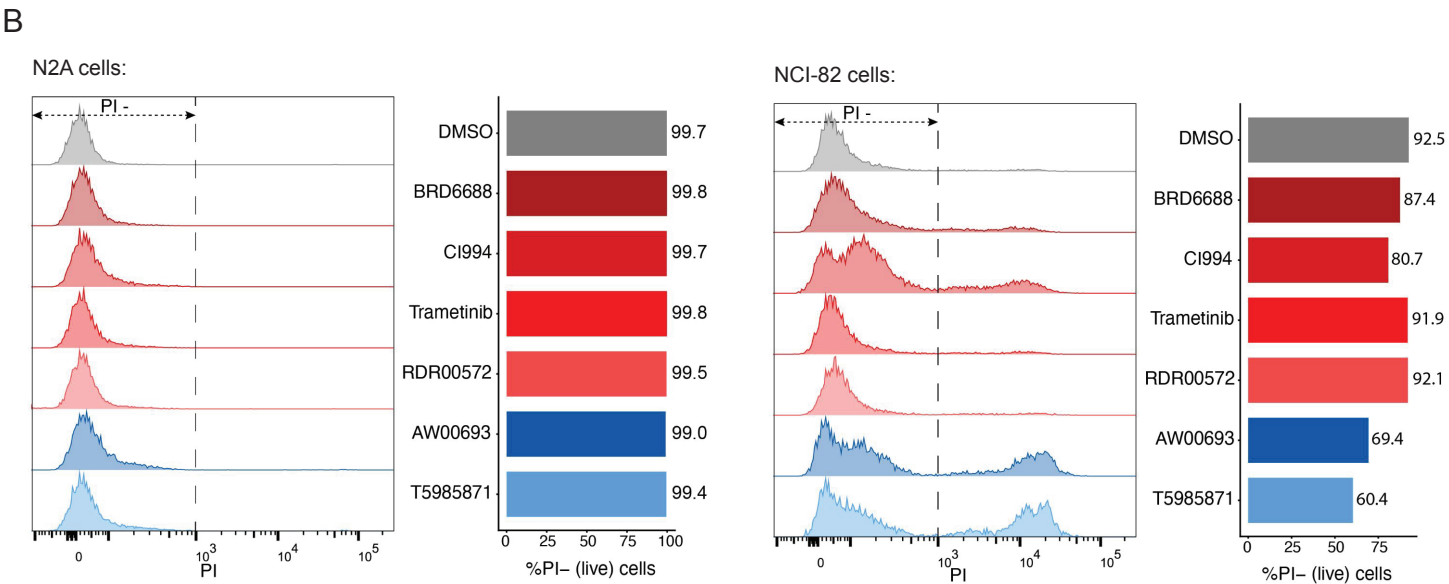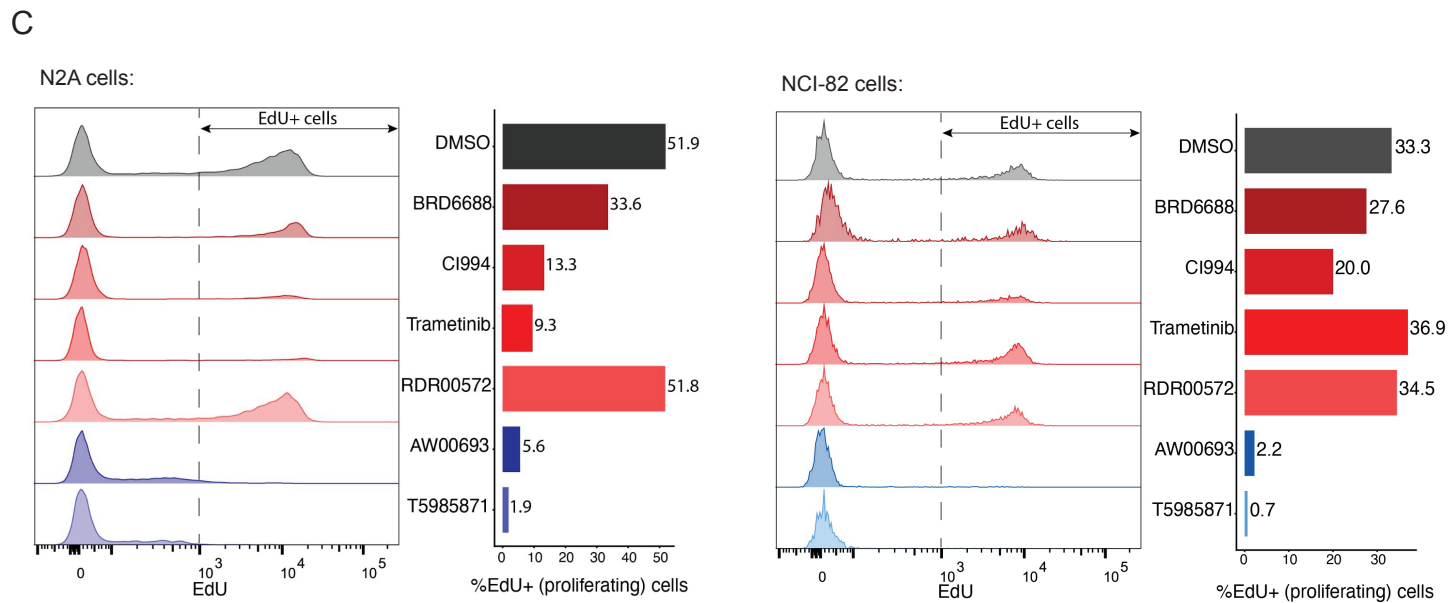

**Supplementary Figure 3. Phenotypic characterization of N2A cells following treatment with compounds.**

(A) Bright-field images of N2A cells after 24hrs treatment with compounds BRD6688, CI-994, RDR00572, Trametinib, AW00693 or T5985871.

(B) Cell viability analysis with Propidium iodide (PI) staining of N2A cells and NCI-82 cells after treatment with indicated compounds.

(C) Cell proliferation assay with Click-it EdU (5-ethynyl-2'-deoxyuridine) staining of N2A cells and NCI-82 cells following treatment with indicated compounds.

Supplementary Figure 4

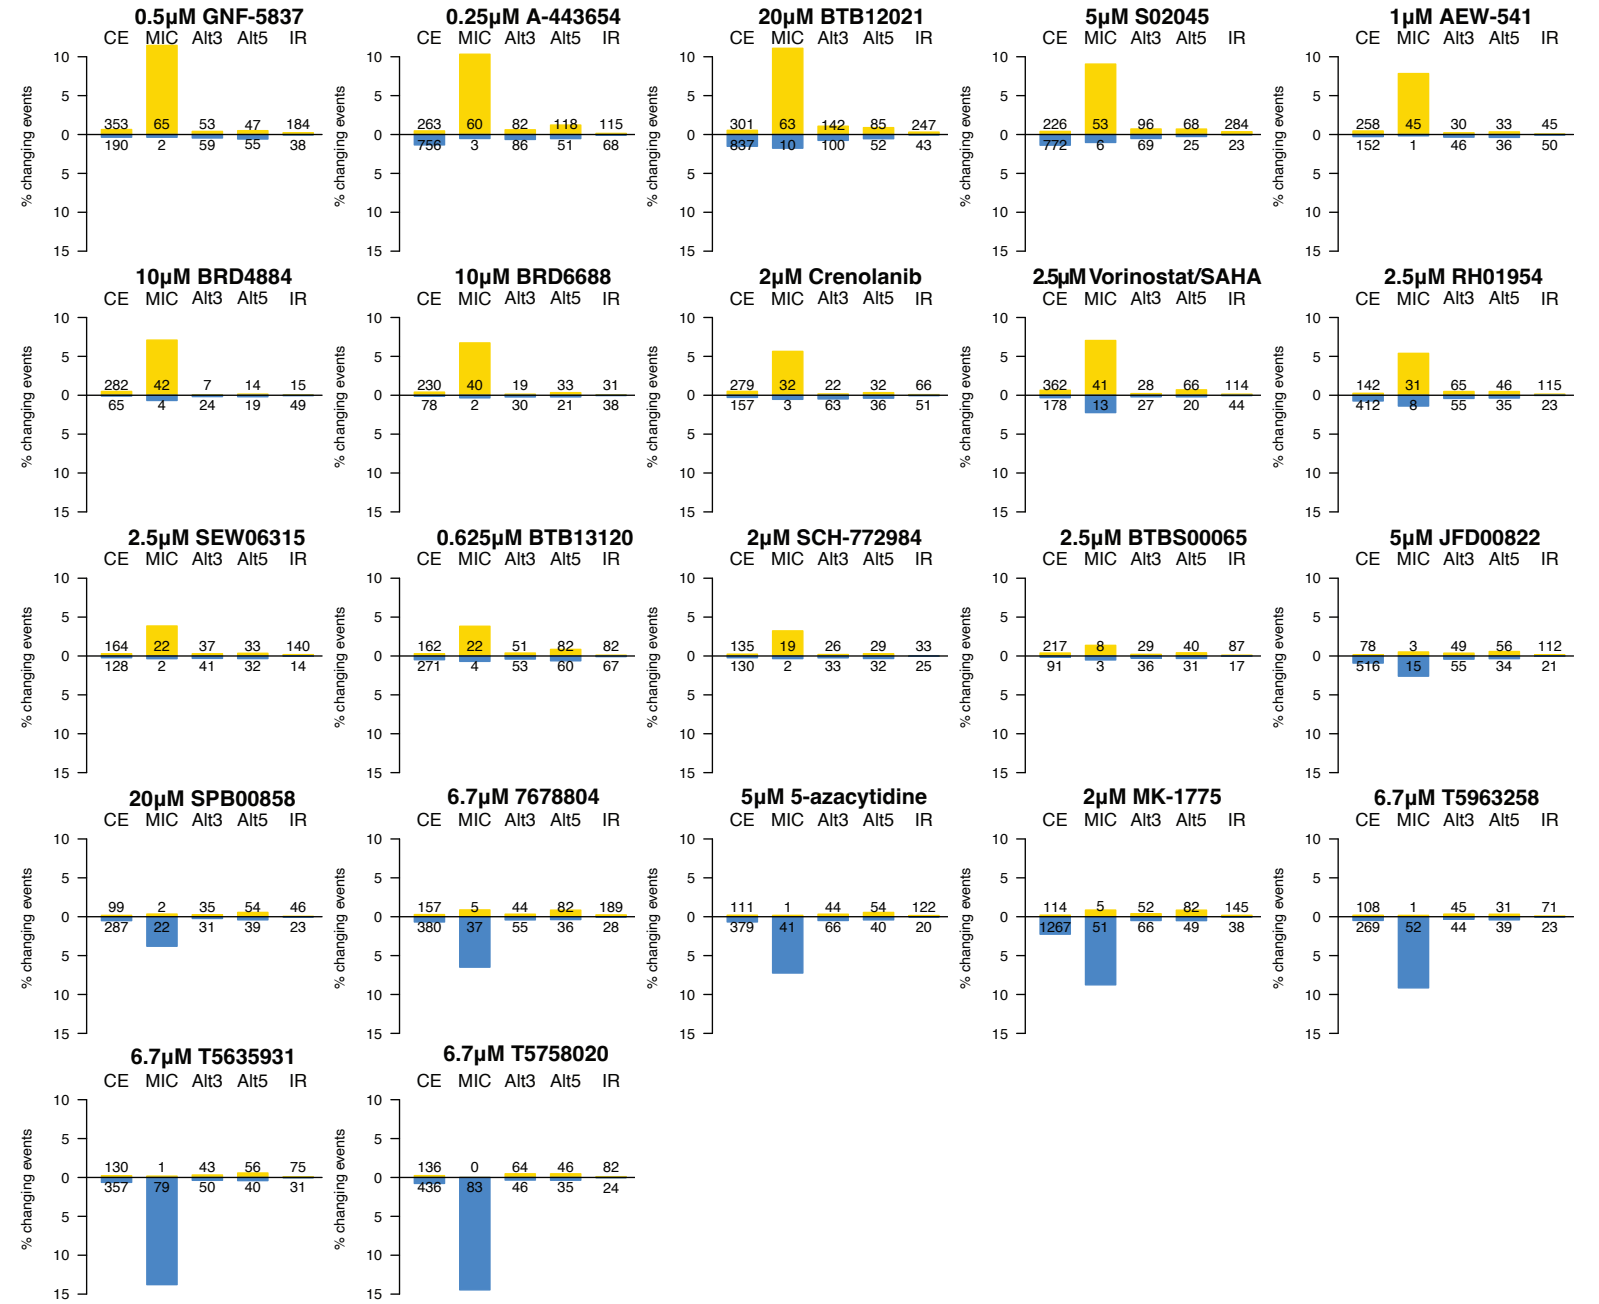

**Supplementary Figure 4. Global changes in alternative splicing in N2A cells following 27 small molecule treatments.**

Percentage of total detected alternative splicing events (all classes) with changing levels ( $\geq 10$   $\Delta$ PSI) in N2A cells following treatments with 27 compounds. CE, cassette exons; MIC, microexons; Alt5/Alt3, alternative 5'/3'-splice sites; IR, intron retention. Absolute numbers of events with increased and decreased splicing levels are indicated.

Supplementary Figure 5

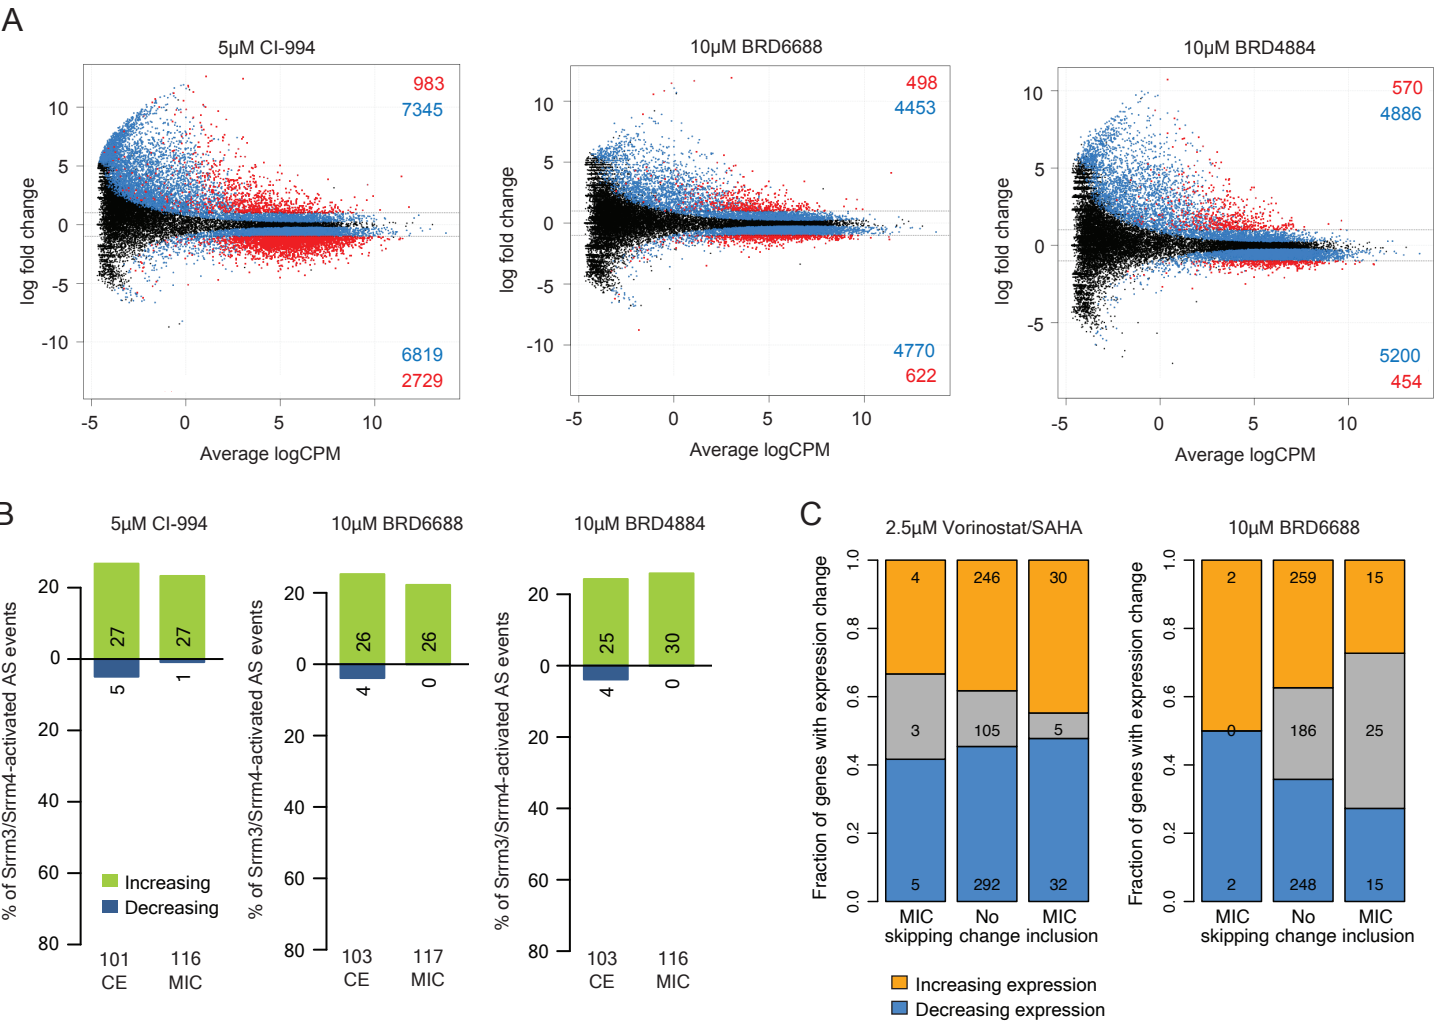

**Supplementary Figure 5. Comparison of the transcriptome-wide effects of the Class I HDAC inhibitor CI-994 with the kinetically selective HDAC1-3 inhibitors BRD6688 & BRD4884.**

(A) Global analysis of GE changes (logFC) following treatments with CI-994, BRD6688 and BRD4884 (FDR<0.05 (blue), FDR<0.05, LFC>1, maxRPKM>5 (red)).

(B) Percentage of alternative splicing events with changing levels ( $\geq 10$   $\Delta$ PSI) among different classes of Srrm4/3-regulated alternative splicing events (CE, MIC, Alt3, Alt5 and IR) following treatments with CI-994, BRD6688 and BRD4884.

(C) Fraction of genes containing microexons (MIC) with increased skipping, no change, or increased inclusion, with an increase, no change, or decreases in expression upon treatment with Vorinostat or BRD6688.

**Supplementary Figure 6. RT-PCR validation of compound treatments using cells depleted of Srrm4, and RT-PCR validation of combined compound treatments.**

(A) RT-PCR analysis of splicing changes following compound treatments of N2A cells expressing either a control shRNA targeting GFP, or shRNA targeting Srrm4 (gel images representative of three replicate experiments).

(B) RT-PCR validations of splicing level changes ( $\Delta$ PSI) in N2A cells following single treatments with the drug-like molecule RDR00572 or a single HDAC inhibitor (CNS-26, BRD6688, CI-994 or MS-275), or combined treatment with a HDAC inhibitor and RDR00572. Data generated from single samples. The final concentration of small molecules (in single or combined treatments) is 5 $\mu$ M. PSI was determined for individual microexons from the following genes; Clasp2 (blue), L1cam (red), Pus7 (orange), Snx14 (green). Mean  $\Delta$ PSI for all tested microexons is shown in grey bar plots.

Supplementary Figure 6

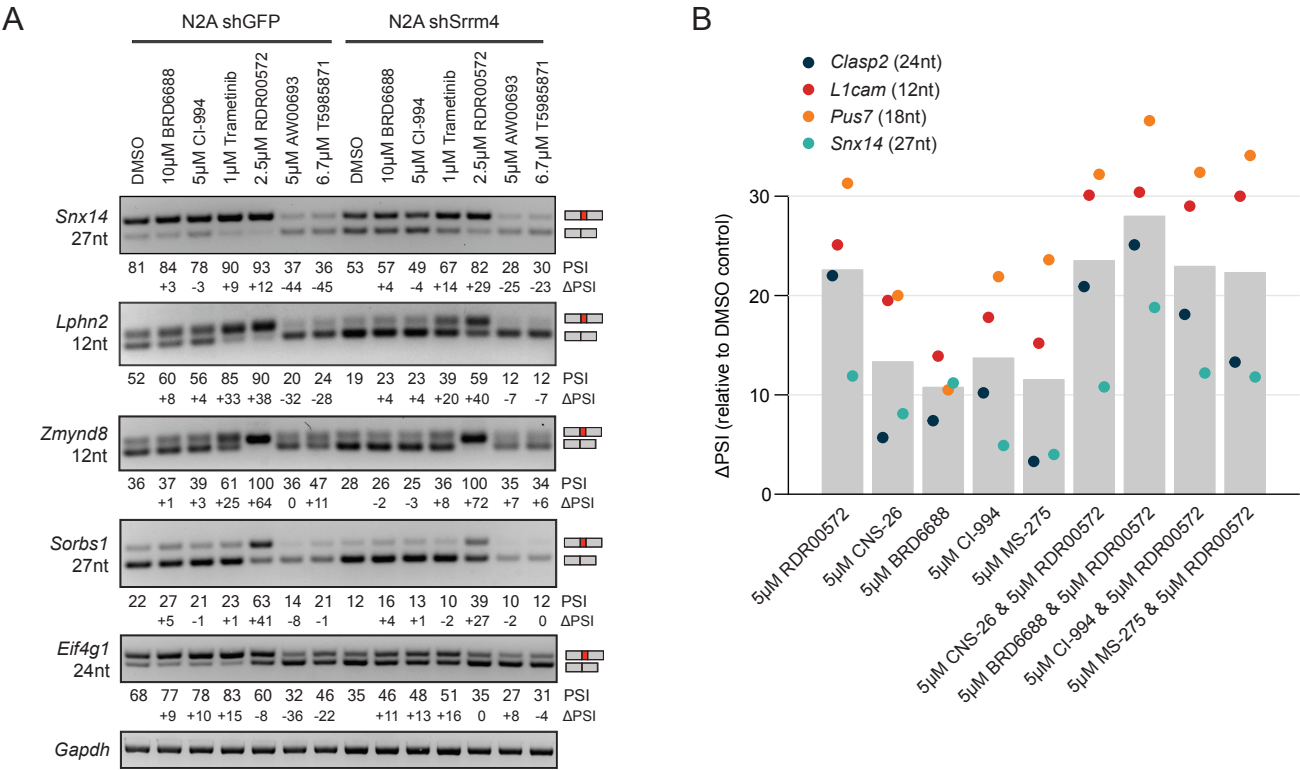

**Supplementary Table 1.** Small molecule screening data

| Category          | Parameter                                | Description                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-------------------|------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Assay             | Type of assay                            | Dual-luciferase splicing reporters                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|                   | Target                                   | <i>Mef2d</i> microexon                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|                   | Primary measurement                      | Luminescence from Nano luciferase and Firefly luciferase                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|                   | Key reagents                             | Nano-Glo Dual-Luciferase Reporter Assay System (Promega, N1610)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|                   | Assay protocol                           | Doxycycline-inducible N2A Flp-In rtTA3 stable cell lines were seeded at 2,000 cells per well in 50µL medium in 384-well plates (Biomek FX Laboratory Automation Workstation, Beckman Coulter). 200nL of compounds and DMSO controls were added using a dedicated pin tool (Multimek, Beckman) to achieve final concentrations of 4µM (except for the PKI library, which was screened at a final concentration of 0.5µM), for in total 24-hour treatment. Six hours post compound treatments, 10µL of 6µg/mL doxycycline was added (1µg/mL final concentration) to induce the expression of dual-luciferasePEST splicing reporters. Luminescence was detected using the Nano-Glo Dual-Luciferase Reporter Assay System (Promega, N1610) and quantified using a plate reader (Envision, Perkin Elmer). |
|                   | Additional comments                      |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Library           | Library size                             | ~95,000                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|                   | Library composition                      | A diverse collection of approximately 95,000 small molecules, consisting of ~89,000 synthetic drug-like screening compounds and ~6,000 bioactive drugs were assembled for high-throughput screening. The libraries included ~12,000 drug-like small molecules from the Chembridge Diversity Set, ~52,000 drug-like small molecules from the Maybridge HitDiscover collection, ~24,000 small molecules from a 'PAIN-free' collection curated from Enamine, ChemDiv and Chembridge by the Ontario Institute for Cancer Research (OICR), as well as approximately ~6,000 bioactive molecules assembled from several smaller libraries, including TOCRIS, LOPAC, Prestwick and a PKI library.                                                                                                            |
|                   | Source                                   | Lunenfeld-Tanebaum Research Institute (LTRI)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|                   | Additional comments                      | Network Biology Collaborative Centre                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Screen            | Format                                   | 384-well                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|                   | Concentration(s) tested                  | 4µM or 0.5µM                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|                   | Plate controls                           | Negative controls: 0.4% DMSO, Positive controls: 200nM TSA, 150nM TSA, 40nM TSA or 4µM Scriptaid.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|                   | Reagent/ compound dispensing system      | Biomek FX Laboratory Automation Workstation, (Beckman Coulter) and Multimek (Beckman Coulter).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|                   | Detection instrument and software        | Envision, Perkin Elmer                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|                   | Assay validation/QC                      |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|                   | Correction factors                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|                   | Normalization                            | B-scores (see Methods for details).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|                   | Additional comments                      |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Post-HTS analysis | Hit criteria                             | Custom hyperbolae (see Methods for details).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|                   | Hit rate                                 | Putative activators: 0.8%, putative inhibitors: 0.7%                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|                   | Additional assay(s)                      | Independent serial dilutions, and RT-PCR validation                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|                   | Confirmation of hit purity and structure | Compounds were repurchased from molport.com                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |

Additional comments

---

# Supplementary material for: High-throughput sensitive screening of small molecule modulators of microexon alternative splicing using dual Nano and Firefly luciferase reporters
**Source:** Nat Commun. 2024 Jul 27;15:6328. doi: 10.1038/s41467-024-50399-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1.** Luminescence data from primary screen of ~95,000 small molecules. F1 = Firefly luminescence for V1 reporter, N1 = Nano luminescence for V1 reporter, F2 = Firefly luminescence for V2 reporter, N2 = Nano luminescence for V2 reporter. F1/N1 B-score = B-score of the Firefly/Nano luminescence ratio for V1 reporter, N2/F2 B-score = Bscore of the Nano/Firefly luminescence ratio for V2 reporter.

**Supplementary Data 2.** Information for 576 compounds tested in serial dilution assay.

**Supplementary Data 3.** RT-PCR validation data for 91 compounds tested by RT-PCR.  $\Delta$ PSI calculated relative to 0.4% DMSO controls. Ranking of putative activators and putative inhibitors calculated based on mean  $\Delta$ PSI for Srrm4-dependent events.

**Supplementary Data 4.** Information for 27 compounds characterized by RNA-seq analysis.

# Supplementary material for: High-throughput sensitive screening of small molecule modulators of microexon alternative splicing using dual Nano and Firefly luciferase reporters
**Source:** Nat Commun. 2024 Jul 27;15:6328. doi: 10.1038/s41467-024-50399-6
**Supplement:** Supplementary file 8 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | RNA-Seq data were processed using the vast-tools pipeline, version 2.1 <a href="https://github.com/vastgroup/vast-tools">https://github.com/vastgroup/vast-tools</a> . GE changes were analyzed by pseudo-aligning pre-trimmed reads to GENCODE vM21 transcripts using Salmon v0.14.1. GO enrichment analysis for genes containing alternative splicing changes was performed with FuncAssociate 3.0.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Data analysis   | Custom R code was generated to normalize raw luminescence data and call hits as described in the Methods. Differential gene expression was analyzed using Salmon 0.14.1 and the R packages tximport v1.9.7 and edgeR v3.32. Alternative splicing analysis was conducted with vast-tools v2.1. R scripts used to normalize RNA-Seq data for differential expression and splicing analysis is available on GitHub at <a href="https://github.com/UBrau/ProcessDE">https://github.com/UBrau/ProcessDE</a> (v0.5.1) Ref: <a href="https://github.com/UBrau/ProcessDE">https://github.com/UBrau/ProcessDE</a> ; DOI: 10.5281/zenodo.10265546 and <a href="https://github.com/UBrau/ProcessVast">https://github.com/UBrau/ProcessVast</a> (v0.5.0) Ref: <a href="https://github.com/UBrau/ProcessVast">https://github.com/UBrau/ProcessVast</a> ; DOI: 10.5281/zenodo.10407129, respectively. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw luminescence data and B-score ratios from the primary and secondary screens are available as supplementary information. RNA-Seq data generated in the course of this study are available on GEO as series GSE228599.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

N/A

Reporting on race, ethnicity, or other socially relevant groupings

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Experiments were generally performed with a minimum of two biological replicates per sample, or else validated across multiple cell lines or analyzed alongside multiple structurally related compounds in parallel. For the primary screen, compounds were screened with two independent reciprocal reporters in order to minimize false positives. RNA-seq analysis was performed with 2 biological replicates for the 0.4% DMSO controls and HDACi treatments, or from 1 biological sample for all other compounds tested, in order to maximize the number of compounds analyzed via RNA-seq. In vivo treatments were administered prior to obtaining the genotype of each mice, and sufficient treatments were performed in order to generate a minimum of two mice per genotype and treatment.

Data exclusions

No data was excluded from the analyses in this study.

Replication

The experimental findings from the primary screen (dual-luciferase reporters) were independently validated by re-picking compounds and performing serial dilutions with 2 biological replicates. The hits validated via serial dilution were subsequently independently validated by performing RT-PCR analysis from independent biological samples. Several compounds were re-purchased from an independent supplier (Molport.com) and validated across multiple cell lines, or in vivo.

Randomization

N/A

Blinding

Investigators were blind to the identity of drug treatments during data collection and analysis. Investigators were also blind to the genotype of mice when administering subcutaneous injections.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti- $\alpha$ -Tubulin (Sigma-Aldrich T6074) at 1:5000; mouse anti-PTBP1 (Invitrogen 32-4800) at 1:1000; mouse anti-QKI (EMD Millipore MABN624) at 1:500; rabbit anti-Rbfox2 (Bethyl A300-864A-T) at 1:1000; Rabbit anti-Srsf11 (Thermo Fisher PA5-37056) at 1:1000; Rabbit anti-Srrm4 (Calarco et al., 2009) at 1:5000; Rabbit anti-Rbm38 (Abcam ab200403) at 1:1000. |
| Validation      | For information on validation of the rabbit anti-Srrm4 primary antibody, please refer to Calarco et al., Cell, 2009.<br>For information on validation of commercially available primary antibodies, please refer to the manufacturer's website.                                                                                                                         |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                         |
|----------------------------------------------------------------------|-------------------------------------------------------------------------|
| Cell line source(s)                                                  | All cell lines used in this study were sourced from ATCC.               |
| Authentication                                                       | The cell lines used in this study were not independently authenticated. |
| Mycoplasma contamination                                             | All cell lines tested negative for mycoplasma contamination.            |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in the study.            |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | All mice used in this study were C57BL/6. All drug treatments were performed on wild-type and heterozygous mice generated from nSR100+/ $\Delta$ 7-8 inter-crosses and fostered by nSR100+/ $\Delta$ 7-8 females. Beginning at postnatal day 2, wild-type or heterozygous pups received a daily subcutaneous injection consisting of a mock treatment (75% Physiological Saline, 20% Kolliphor EL and 5% DMSO) or a 30mg/kg dose of RDR00572 (75% Physiological Saline, 20% Kolliphor EL and 5% DMSO/RDR00572). Each pup received 7 daily injections between P2-P8. |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Reporting on sex        | Sex was not considered in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Field-collected samples | This study did not involve samples collected from the field.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Ethics oversight        | All experiments were conducted in compliance with the Animals for Research Act of Ontario and the Guidelines of the Canadian Council on Animal Care. The Centre for Phenogenomics (TCP) Animal Care Committee reviewed and approved all procedures conducted on animals at TCP. To minimize stress to animals, mice were housed with a 12-hour light/12-hour dark cycle, with an ambient temperature between 65-75°F with 40-60% humidity.                                                                                                                          |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Seed stocks

Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.

## Novel plant genotypes

Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.

## Authentication

Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.

How the deposited data were processed for this re-analysis (not part of the article)

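Splicing and gene expression were measured by polyA+ RNA-seq in 34 libraries of N2A cells treated for 24 h: 3 with DMSO alone, 2 for each of 4 HDAC inhibitors, and 1 for each of 23 other compounds. Conditions were taken from the sample labels and the supplementary tables of the paper, and no value column was left without a condition (0 columns). Compounds were grouped as 17 activators and 10 inhibitors, as the paper classes them.

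The authors made the deposited percent spliced in (PSI) values with vast-tools, from reads aligned to exon junctions, with a quality string per event and library that holds the inclusion and exclusion reads after a mappability correction. The authors also deposited a splicing score per condition, a PSI estimated from pooled replicates by the vast-tools module that compares conditions, with calls of change against DMSO filtered on coverage. The deposited RPKM values were made by the authors from Salmon estimates on the GENCODE transcripts of mouse, summed to genes, with replicates of a condition merged into 1 value. The deposited log2 fold changes against DMSO were made by the authors with the classic exact test of edgeR. The deposited p-values and FDR values come from the same test by the authors, with Benjamini-Hochberg adjustment. Counts and expression per library were not used here.

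The PSI table held 401633 events. Exons of up to 27 nt were taken as microexons and longer ones as cassette exons, and the filters of the methods were applied to each library: sufficient coverage, balanced reads for exons, and for introns at least 15 reads and a balance p above 0.05. Exons without a balance score, such as microexons called by the microexon module of vast-tools, were also kept. The methods name only scores of OK or B1. PSI was averaged over the libraries of a condition that passed. An event was called changed with a difference of at least 10 PSI and a posterior probability above 0.95, from 2000 draws per event and library of a beta distribution of its reads. Each DMSO library was also compared with the other 2. Tested on simulated reads with known changes, the calls recovered 192 of 200 changed exons in the layout of CI-994 (96.0%) and 197 of 200 in that of RDR00572 (98.5%), with 11 false calls among 57987 unchanged exons and 37 among 56446. The planted changes lay well above the limit of 10 PSI, in exons of intermediate PSI, without spread between libraries. The recovery therefore does not apply to changes near the limit or to exons of low or high PSI. The false calls are more frequent where libraries differ as the DMSO libraries do. In libraries simulated with that spread and no change, 2 of 616 microexons were called increased and 4 decreased for CI-994, 9 and 4 of 591 for RDR00572, 12 and 3 of 621 for Trametinib, 6 and 7 of 588 for AW00693, and 9 and 6 of 545 for T5985871. Libraries without any change were simulated with the spread of the DMSO libraries (dispersion 0.0122) to give the correlation that shared controls produce.

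Junction reads summed over all exon events ranged from 33489970 to 75978448 per library, with a median of 49743248. Over cassette exons the SD of PSI among the DMSO libraries had a median of 0.0 and a 95th percentile of 3.27 (55001 exons), and over microexons 0.75 and 5.64 (573 exons). For a compound with 1 library, a call compares that library with DMSO and has no replicate check.

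Gene ratios are log2 of RPKM in the compound over RPKM in DMSO, with a pseudocount of 0.5 added to both, and a gene was counted as changed above 2-fold with more than 5 RPKM in either condition. For the HDAC inhibitors the counts of the authors' test were taken from their table at an FDR below 0.05. The design set before the data were examined named models on counts per library for the HDAC inhibitors (a quasi-likelihood test, other size factors, and fits without each library). These could not be fitted without counts, and the authors' calls were used in their place. Ratios were also centred on the median of all genes above 5 RPKM.

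Fractions of microexons have 95% Wilson intervals. Counts of microexons and cassette exons were compared by Fisher's exact test, which describes the exons of these libraries. Relations across compounds used Pearson's and Spearman's correlation, with p from 100000 permutations, and groups of compounds were compared over all splits of the compounds. The design named these relations over all 27 compounds. Activators and inhibitors form separate clusters of microexon change, so the relations are given within each class, a choice made after the data were examined. Lists of marker genes (MAPK feedback, p53 targets, integrated stress response, sterol synthesis, and metal and hypoxia response) were written before their values were examined, and each list's median was placed among 10000 random lists of the same size matched on mean expression. A list is said to stand apart past percentile 99.5, or its mirror at the low end, with a median log2 ratio beyond 0.3 in size, limits set after the data were examined. Genomic spans of genes came from the GENCODE vM21 annotation, joined by gene identifier, and were used for length only.

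The named microexons are those the paper names and the 3 with the largest change in the direction of the class for each of the 5 highlighted compounds, of which 1 is not reported here. The named genes are those the paper names, the members of the marker lists, and the 3 largest rises and falls by RPKM ratio. For the HDAC inhibitors the rule also asked that both treated libraries lie beyond DMSO, which could not be checked. Genes outside these rules (Rbm39, Fos and Hexim1) were chosen after their expression values were seen. The Rbm39 exon was chosen by its length and its low PSI in DMSO, before its PSI in any compound was seen. Alternatives covered the limit on PSI, the posterior criterion, the coverage score, the length of a microexon, each replicate left out, the expression filter, the pseudocount and the scaling. Gene ontology enrichment, the reporter screen, RT-PCR, protein blots, crosslinking data and the list of neural-high microexons were not analysed here, except that RT-PCR values of the paper are set beside the RNA-seq values below. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.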

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

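The 4 groups of results below are signals in genes or exons that the paper does not discuss. The marker lists were written before their values were examined, with their limits set after. All other tests here were chosen after the pattern they address was seen. For 2 of them the values measured had not yet been seen: the difference between long and short genes, and the PSI of the Rbm39 exon in the compounds, a test set after Rbm39 mRNA had been seen to rise.

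The list of MAPK feedback genes (10 genes) had a median log2 RPKM ratio of -3.36 with Crenolanib, -3.42 with GNF-5837 and -2.26 with SCH-772984, beside -3.74 with Trametinib, whose target lies in this pathway. These medians lay at percentile 0 of random lists matched on expression, and all 10 genes were lower in each of the 4 libraries. In the other compounds the median ran from -0.29 (RDR00572) to 0.68 (Vorinostat). The integrated stress response list had a median of 1.04 with SEW06315 and 0.81 with BTB12021, and the sterol synthesis list -0.59 with the inhibitor that the paper lists by a number only. The median of all genes moved by -0.2 at most in the 4 libraries with lower MAPK feedback genes, far less than the list, which argues against the scaling as the cause there. Each value comes from 1 library, without a replicate of the compound. The percentiles describe these libraries and are not tests of the compounds.

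Gadd45b rose in the 5 correlated inhibitors, with log2 RPKM ratios of 7.39 (T5985871), 6.05 (AW00693), 5.31 (T5635931), 2.98 (T5758020) and 1.22 (T5963258). Fos, Hexim1 and Arc rose in the same libraries, with 4.22, 2.55 and 2.56 in T5985871 and 0.21, 0.13 and 0.08 in T5963258. Those last values are no larger than some outside the 5, such as Fos at 0.26 and Arc at 0.25 with 5-azacytidine and Hexim1 at 0.24 with MK-1775, and Gadd45b rose by 0.75 with JFD00822 and 0.55 with MK-1775. Fos, Hexim1 and Arc were picked, with Rbm38, Srrm4 and Srrm3, from a larger set of genes whose values had been looked at, because they moved together. That they move together therefore follows in part from the choice and is no measure of how many genes behave this way. The median of all genes moved by -0.19 at most in the 5 libraries, so it does not account for the rise of Gadd45b. Sequencing depth is also argued against, since 0 of the 5 libraries had summed junction reads outside the range of the other single-library compounds. Lower output from long genes would need long genes to fall relative to short ones in each of the 5, and the difference between genes over 100 kb and under 10 kb went up to 0.11. In T5985871 taken alone it was -0.39, the lowest of the 27 compounds, so a part of its changes may follow gene length. A biological response to these compounds is a hypothesis, found and examined in the same libraries, and Fos also rose with MK-1775 (1.54) and JFD00822 (1.16).

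A 73-nt exon of Rbm39, on chromosome 2 from 156004616 to 156004688, had a mean PSI of 0.6 (0.4 to 0.7) in the 4 benzenesulfonamides, against 6.3 ± 0.3 (SD, n = 3) in DMSO and 5.1 to 18.5 in the other compounds. All 4 values lay below every other library (two-sided exact permutation test over 17550 splits of 27 compounds, p = 5.7e-05, the smallest it can give). Rbm39 mRNA was higher in 3 of these 4 libraries, with log2 ratios of 0.49 (RDR00572), 0.44 (BTB12021) and 0.39 (S02045), but 0.05 in RH01954, whose exon PSI was as low. The mean was 0.34 against -0.2 in the other activators, which went up to 0.27 (exact permutation p = 0.0076). The mRNA values had been seen before this test was set, so its p does not allow for the choice. The median of all genes fell in the 4 libraries, with a shift of -0.04 in the least moved, so it gives no rise. A candidate explanation is loss of an Rbm39 product that feeds back on its mRNA through this exon. The mRNA level by itself is not specific: T5985871 and AW00693 had log2 ratios of 0.87 and 0.64 with exon PSI of 10.8 and 8.6. RBM39 protein was not measured here.

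MK-1775 decreased 1358 cassette exons, the highest count of the 27 compounds, with 139 increased, against 238 to 294 decreased between DMSO libraries. As a share of the exons detected this was 2.37%, beside 2.4% for T5985871. The cause was not tested, and the library has no replicate.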

How the results depend on the processing

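The alternatives marked below as added, and the split of the regulator and RT-PCR relations by class, were chosen after the data were examined. So were the pseudocounts of 0.1 and 1, the RPKM ratio without a test for the HDAC inhibitors, and centring in the regulator relations. The RT-PCR relations for Zdhhc20, Ergic3 and Trappc9 were also chosen then, and all other alternatives were set before. Apart from fits that each left out 1 library, 142 values were recomputed: 34 moved, 1 weakened, 4 reversed, and the others kept their direction and side of the threshold or stayed within the set range. The causes were not tested unless stated.

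Microexon counts fell with stricter limits, which count fewer exons by construction. At 15 PSI, CI-994 and Trametinib had 30 and 30 increased. With microexons of 1 to 15 nt, CI-994 had 16, RDR00572 24 and Trametinib 21 increased, and AW00693 55 and T5985871 56 decreased. Across the fits that each left out 1 library, increased microexons numbered from 54 to 63 for CI-994 (5 fits), 53 to 58 for RDR00572 and 56 to 61 for Trametinib, and decreased ones 123 to 126 for AW00693 and 118 to 123 for T5985871 (3 fits each). The odds ratio of microexons against cassette exons ran from 1.96 to 9.59 over the 5 compounds at a DMSO PSI of 10 to 90, and from 10.73 to 24.45 under the other settings.

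For the HDAC inhibitors, no expression filter gave 4940 (Vorinostat), 3393 (BRD4884), 2638 (BRD6688) and 5870 (CI-994) genes up. Centring on the median (added) gave 1619 up and 1306 down for Vorinostat, 1730 up and 1250 down for CI-994, 105 down for BRD4884, 331 down for BRD6688 and 490 down for T5985871. A limit of 1 RPKM gave 412 up and 218 down for RDR00572, 383 and 428 for Trametinib, 594 and 456 for AW00693 and 1310 up for T5985871. The authors' exact test gave 13 up and 24 down for RDR00572. Models on counts, other size factors, and fits without each library were not run for genes, because the expression values used here are 1 per condition.

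Mean correlations over all events were 0.49 (HDAC inhibitors), 0.5 (benzenesulfonamides), 0.31 (MAPK-pathway inhibitors) and 0.42 (inhibitors), and over exons 0.61, 0.66 and 0.41 for the first 3. Leaving out 1 DMSO library gave 0.59 to 0.63, 0.6 to 0.62, 0.4 to 0.47 and 0.51 to 0.55, and 0.21 to 0.28 between groups. Within activators, the correlation of mean microexon change with Rbm38 was 0.07 and with Srrm4 0.06. With the share decreased minus the share increased, which runs opposite to the mean change, r was 0.09 and 0.03, and without the HDAC inhibitors -0.1 and -0.04. All 4 thus reversed direction, from values near 0. The BRD6688 association of microexon and expression changes had a permutation p of 0.35 when a 2-fold change was required, with 0.031 at 10 PSI without the read criterion and 0.043 without genes that have a skipped microexon (added).

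The letters A and B of the libraries did not pair the samples: differences between A and B correlated with r of -0.01 to 0.039 over 10 pairs of groups. With the letter as a replicate block, CI-994 had 53 increased microexons.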

Differences from the paper's values

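For RDR00572, the RPKM ratio passed 2-fold in 117 genes up against the paper's 13, and in 60 genes down against the paper's 24. Of the alternatives set before the data were examined, the authors' exact test, whose calls were taken from their table, gives 13 up and 24 down and so closes the gap, and a limit of 1 RPKM, with 412 up and 218 down, does not.

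The paper states that the HDAC inhibitors had the broadest effect on expression. By the RPKM ratio, T5985871 changed 1424 genes, more than BRD6688 (1187) and BRD4884 (971). The authors' tested calls already give this order. They hold 560 genes up and 919 down for T5985871, 497 and 622 for BRD6688, and 569 and 454 for BRD4884.

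The paper states that Rbm38 mRNA did not change significantly with Trametinib. The authors' deposited table gives Rbm38 a log2 fold change of -0.62 and a false discovery rate of 0.00058 with Trametinib, past a rate of 0.05 and under the 2-fold limit. The paper also reports, by RT-PCR, that Trametinib raised inclusion of the Zmynd8 microexon. In the RNA-seq data the 12-nt Zmynd8 exon had a PSI of 51.6 ± 2.2 (SD, n = 3) in DMSO and 48.5 in the 1 Trametinib library.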

Other observations

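The tests of Rbm38 in 4 activators, of matched cassette exons, of shared microexons and of gene span in T5985871 were chosen only after the result was seen. The relations within classes were planned over all compounds together.

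Across the 10 inhibitors, the mean change of 448 microexons correlated with the log2 RPKM ratio of Srrm3 (r = 0.97, permutation p = 4e-05), Rbm38 (r = -0.93, p = 0.0003) and Srrm4 (r = 0.78, p = 0.0046). Without the 2 inhibitors farthest from the rest, r was 0.92, -0.78 and 0.49. Across the 17 activators, r was 0.12, 0.07 and 0.06, with a Benjamini-Hochberg adjusted p of 0.81. The difference between the classes was not tested. Genes other than these regulators were not related to microexon change in this way. Gadd45b, which the paper does not name as a regulator, was also highest in the inhibitors with the largest mean falls. Its log2 ratio was 7.39 with T5985871 and 6.05 with AW00693. The relation is thus not shown to be specific to the regulators.

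Rbm38 mRNA had a mean log2 ratio of -0.68 in Trametinib, SCH-772984, Crenolanib and GNF-5837, against -0.12 in the other 13 activators (exact permutation p = 0.0017 over 2380 splits, 4 of 4 libraries lower than DMSO). The other 13 ran from -0.63 to 0.33, so the groups overlapped, as Crenolanib had -0.56 and SCH-772984 -0.52. The grouping was examined after the values were seen, which the p does not allow for. The mean after centring was -0.55, so the median shift of all genes does not account for it. A role of the shared pathway is a hypothesis.

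Microexons were compared with cassette exons matched on DMSO PSI and reads for CI-994, RDR00572, Trametinib, AW00693 and T5985871 only. In these 5 compounds microexons changed more often. The lowest ratio to the mean of 10000 matched sets was 1.6, for CI-994, with 52 microexons against a mean of 31.6 and a highest set of 51. The ratio was 6.3 for AW00693. Starting level and depth thus account for a part of the difference, a larger part for CI-994 than for AW00693.

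Of 124 microexons decreased by AW00693 or T5985871 and 81 increased by CI-994, RDR00572 or Trametinib, 53 were in both sets (odds ratio 9.46 over 507 microexons). Among those with a DMSO PSI of 10 to 90 the odds ratio was 1.89 (53 in both sets of 87 decreased and 72 increased; Fisher's exact p = 0.13 over 129 microexons). A shared set of responsive microexons and room to move either way cannot be told apart with so few exons of intermediate level.

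Srrm4, Srrm3, Rbfox1 and Elavl4 fell in T5985871 with a median log2 ratio of -1.47, against -0.45 in random sets of genes of similar span, at percentile 0.03. These genes were chosen because the paper names them as lower, so this does not tell a specific fall from one that follows gene length. Across compounds, genes over 100 kb rose relative to those under 10 kb with CI-994 (0.8), BRD6688 (0.69), BTB13120 (0.51) and Vorinostat (0.47).

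The RT-PCR values of the paper and the RNA-seq change had the same sign in 32 of 32 pairs for Mef2d and Mast2, the genes planned, where the RT-PCR of Mef2d is that of the reporter. For genes added after the data were examined it was the same in 5 of 10 activators for Ergic3 and 2 of 6 inhibitors for Trappc9. The paper chose the compounds by the Mef2d reporter and by RT-PCR of Srrm4-dependent exons, Mast2 among them. The RT-PCR sign for Mef2d and Mast2 thus follows from the class. An RNA-seq change as small as 0.7 PSI (Mef2d with BTB12021) counts as the same sign. Within a class, r for Mef2d was 0.23 in activators and -0.19 in inhibitors. Of 8 relations within a class, 1 had an adjusted p under 0.05: Mast2 in activators (r = 0.88, permutation p = 0.00063). The 8 include 2 for a 27-nt event of Zdhhc20, which is not the exon assayed, since the paper gives that exon as longer than 27 nt. The events of Ergic3 and Trappc9 were not shown to be the exons assayed.

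Of 135 pairs of list and library, 30 lay past the percentile limit and 21 also past the limit on the median. Beside those above, the 21 were MAPK feedback with Vorinostat (0.68) and CI-994 (0.31), p53 targets with T5985871 (0.44), MK-1775 (0.32) and 5-azacytidine (0.32), the integrated stress response with NVP-AEW-541 (-0.53), Crenolanib (-0.86), SCH-772984 (-0.42) and MK-1775 (0.42), and sterol synthesis with BTB12021 (0.43), SEW06315 (0.63), Trametinib (0.39), SCH-772984 (0.46) and 5-azacytidine (-0.36). Members went both ways for the stress response with MK-1775 (5 down, 6 up), MAPK feedback with Vorinostat (4 down, 6 up) and p53 targets with MK-1775 (4 down, 7 up) and T5985871 (3 down, 8 up), so these medians decide little. The metal and hypoxia list, with medians from -0.44 (Crenolanib) to 0.32 (T5635931), passed the percentile limit with SEW06315 (0.21, percentile 99.71), JFD00822 (0.13, 99.54) and 1 further inhibitor (0.29, 99.82), and the limit on the median with none of these 3.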
